# Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression

**DOI:** 10.1186/1471-2164-9-144

**Published:** 2008-03-27

**Authors:** Wendy Rodenburg, Jaap Keijer, Evelien Kramer, Carolien Vink, Roelof van der Meer, Ingeborg MJ Bovee-Oudenhoven

## Abstract

**Background:**

Dietary non-digestible carbohydrates stimulate the gut microflora and are therefore presumed to improve host resistance to intestinal infections. However, several strictly controlled rat infection studies showed that non-digestible fructo-oligosaccharides (FOS) increase, rather than decrease, translocation of *Salmonella *towards extra-intestinal sites. In addition, it was shown that FOS increases intestinal permeability already before infection. The mechanism responsible for this adverse effect of FOS is unclear. Possible explanations are altered mucosal integrity due to changes in tight junctions or changes in expression of defense molecules such as antimicrobials and mucins. To examine the mechanisms underlying weakening of the intestinal barrier by FOS, a controlled dietary intervention study was performed. Two groups of 12 rats were adapted to a diet with or without FOS. mRNA was collected from colonic mucosa and changes in gene expression were assessed for each individual rat using Agilent rat whole genome microarrays.

**Results:**

Among the 997 FOS induced genes we observed less mucosal integrity related genes than expected with the clear permeability changes. FOS did not induce changes in tight junction genes and only 8 genes related to mucosal defense were induced by FOS. These small effects are unlikely the cause for the clear increase in intestinal permeability that is observed. FOS significantly increased expression of 177 mitochondria-related genes. More specifically, induced expression of genes involved in all five OXPHOS complexes and the TCA cycle was observed. These results indicate that dietary FOS influences intestinal mucosal energy metabolism. Furthermore, increased expression of 113 genes related to protein turnover, including proteasome genes, ribosomal genes and protein maturation related genes, was seen. FOS upregulated expression of the peptide hormone proglucagon gene, in agreement with previous studies, as well as three other peptide hormone genes; peptide YY, pancreatic polypeptide and cholecystokinin.

**Conclusion:**

We conclude that altered energy metabolism may underly colonic barrier function disruption due to FOS feeding in rats.

## Background

Non-digestible carbohydrates like fructo-oligosaccharides (FOS) stimulate the gut microflora and are therefore presumed to improve host resistance to intestinal infections. For this reason non-digestible carbohydrates are added to a growing list of products, including baby-formula, bread, dairy products. Many studies, including our own, showed that non-digestible carbohydrates indeed affect intestinal microflora composition [1-3]. However, there is little evidence that these non-digestible carbohydrates strengthen intestinal resistance to infection and gut barrier function.

For this reason, several strictly controlled rat infection studies were previously performed at our lab. These studies consistently showed that the non-digestible carbohydrates inulin, lactulose and FOS increase translocation of *Salmonella *to extra-intestinal organs [3-5]. A dose-dependent increase in *Salmonella *translocation was observed in FOS-fed rats [3]. Stimulation of *Salmonella *translocation by dietary FOS was reflected in transcriptional changes in colon. Genes involved in antimicrobial defense, immune response and inflammation were induced by *Salmonella *infection of rats on a control diet and further upregulated in *Salmonella *infected rats on a FOS diet [6]. Moreover, intestinal barrier parameters were already affected by FOS before infection. In particular intestinal permeability was increased by FOS before *Salmonella *challenge. Also, luminal cytotoxicity and faecal mucin excretion were increased in FOS-fed rats and may indicate mucosal irritation [5].

The intestinal barrier is mainly formed by the mucosal epithelial lining. Disturbed barrier function can be monitored by measurement of epithelial permeability using inert permeability markers such as different kind of sugars or CrEDTA [7,8]. It has been shown that increased transport of large molecules or antigens due to increased permeability may initiate inflammation [9]. Several mechanisms have been implicated in the mucosal barrier. Tight junctions tightly connect the epithelial cells and regulate paracellular transport of fluids, electrolytes and small compounds [10]. Modification or cellular translocation of the tight junction molecules ZO1 and several claudins have indeed been observed in inflammatory bowel disease (IBD) and chronic non-steroidal anti-inflammatory drugs (NSAIDs) use, both characterized by increased intestinal permeability [11,12].

In addition to changes in epithelial tight junctions, balance between apoptosis and proliferation, or regeneration, is also a major determinant of an intact mucosal epithelial lining [13]. Increased apoptosis can induce epithelial leakage as shown in colonic epithelial cell lines and in intestinal biopsy specimens of IBD patients [14].

Apart from tight junctions and apoptosis, secretory products of intestinal epithelial cells are known to play a role in mucosal barrier. The different intestinal epithelial cells; enterocytes, goblet cells, Paneth cells and enteroendocrine cells, are equipped with defense mechanisms. For instance Paneth cells in the crypt base produce antimicrobials, such as defensins, lysozyme and Pla2g2a [15], to regulate and restrict the bacterial load in the gut lumen. Goblet cells produce mucins to form a mucus layer, this layer functions as a physical barrier that protects the epithelial cells from harmful compounds [16]. Furthermore, the immune system plays an important role in mucosal integrity [17]. Whether other processes are involved and the relative importance of these mechanisms for intestinal barrier integrity is not known. Also it is not known if any of the above mentioned mechanisms or others are responsible for the effect of FOS on gut permeability.

Therefore, we analyzed colonic gene expression changes in individual rats fed a 6% FOS diet for 2 weeks. Analyzing FOS induced gene expression using whole genome microarrays allowed us to not only focus on the above mentioned mechanisms, but to obtain an unbiased view on processes affected by dietary FOS. This facilitates identification of genes and processes currently unknown to be related to barrier function. The colon had our main interest as FOS and other non-digestible carbohydrates are exclusively fermented in the distal gut in humans [18] and rats [3]. We aimed to identify the *in vivo *biological mechanisms involved in FOS-induced weakening of the barrier in rats.

## Results

### Food intake, body weight gain, and intestinal permeability

Rats on the control diet and FOS diet showed no significant difference in body weight gain. Both dietary groups consumed the provided 14 grams of diet per day as intended and thus had a similar dietary CrEDTA intake. Intestinal permeability was examined by measurement of CrEDTA excretion in urine and showed that FOS fed rats had increased urinary excretion of this inert permeability marker as compared to the control group (Figure 1).

**Figure 1:**
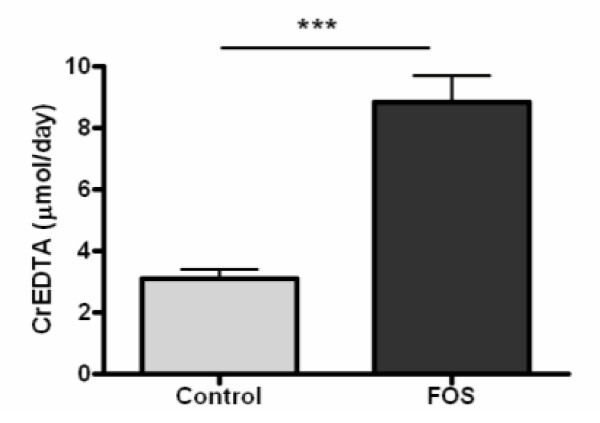
Average urinary CrEDTA excretion in the control and FOS group. Daily dietary CrEDTA intake was 54 μmol. Urines were collected at days 14 and 15. Results are expressed as mean ± SEM (n = 6 per diet group). The FOS group significantly differed from the control group (***p < 0.001).

### Gene expression profile

28180 probes on the array had an expression value of 1.5 times above background. Of these 123 were induced and 56 were reduced more than 1.5 fold in FOS fed rats compared with rats fed the control diet. 

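Colon mucosa of individual rats was compared on dual-colour 60-mer arrays, with the RNA of each rat labelled with Cy5 and a pool of all colonic RNA labelled with Cy3 as the common reference. The deposited table holds 23 arrays, from 12 rats on the control diet and 11 rats on the FOS diet, since 1 FOS array did not pass the authors' quality control. The FOS diet held 60 g of fructo-oligosaccharides per kg and the control diet 60 g of extra cellulose per kg. The paper gives 16 days on the diets, 8 weeks of age at the start and 35 μg of RNA per array, while the sample labels give 14 days, 10 weeks and 20 μg. The authors corrected the background, left out spots that were dim on average, and normalized the Cy5 signal against the Cy3 reference. Their values are on the log2 scale, and 28180 probes have a value on every array. Of these, 16768 carry 1 gene symbol, 27 carry several and 11385 carry none, which left 11809 named genes. Each gene was represented by its brightest probe, or by the probe of the sequence ID that the paper gives where it could be matched. The values were used as deposited, and the diets were compared with limma on each probe, with Benjamini-Hochberg adjustment. The number of arrays limits the precision. On simulated arrays with the spread of these, limma found 66 of 66 probes changed by 1 on the log2 scale, 43 of 67 changed by 0.5 and 4 of 67 changed by 0.25. Fewer probes were changed there than were called in the data, which makes the adjusted threshold stricter. The shares found are therefore not those to be expected in the data. Probes at both ends of the range of brightness were on the whole higher on FOS: the median log2 fold change was 0.21 in the brightest decile of probes and 0.10 in the dimmest, with 0.00 in the sixth, and after quantile normalization 0.04 in the brightest and 0.01 in the dimmest. The interquartile range of the log2 values was 1.34 for control rat 19, 1.67 for control rat 31, 1.47 for FOS rat 14 and 1.57 for FOS rat 20, and at least 1.86 for each of the other rats.

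**Figure D1:**
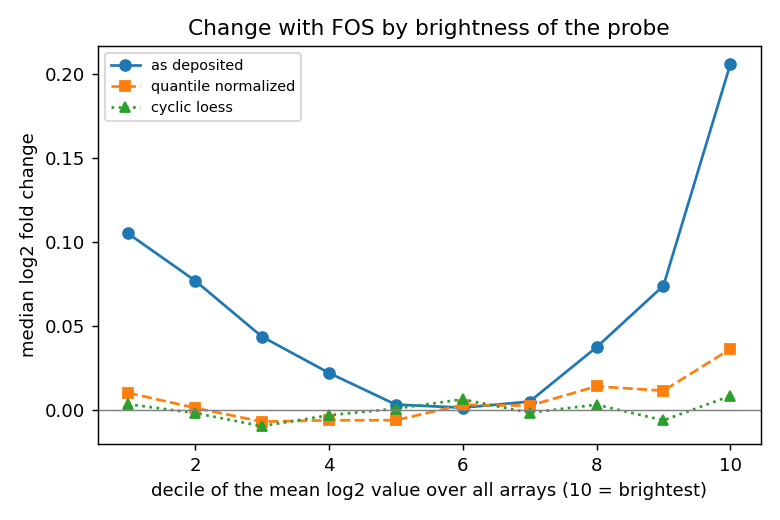
Median log2 fold change (FOS diet against control diet, y axis) of the probes in each decile of mean log2 value (x axis), for the values as deposited, after quantile normalization and after cyclic loess. As deposited, the brightest decile stands at 0.21, and after cyclic loess at 0.01.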

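Among the 15 named genes with the largest rises past an adjusted p of 0.05 were Pla2g2a, a secreted phospholipase A2, Clca4, a member of the chloride channel accessory family, and Drc3 and Pear1. Clca4 had a log2 fold change of 1.30 (standard error 0.26, adjusted p = 0.00555 from limma), and Pear1 a log2 fold change of 1.05 (standard error 0.27, adjusted p = 0.0275 from limma), although another probe of Pear1 fell by 0.35. For Pear1 the adjusted p was 0.058 after quantile normalization. The largest falls were those of the clock gene Per2, with a log2 fold change of -0.95 (standard error 0.18, adjusted p = 0.00334 from limma), and of Saxo2, Lrrc4 and Olig2. Counted as the ratio of arithmetic means of the linear values over 11 FOS and 12 control arrays, 124 probes were over 1.5-fold higher on FOS and 62 over 1.5-fold lower. As ratios of geometric means the counts were 123 and 56. With quantile normalization the ratio of arithmetic means gave 72 and 98. With the deposited values the lower count went from 25 without control rat 1 to 119 without FOS rat 32.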

Only 19 probes were induced more than 2-fold. 

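On the same ratio, 20 probes were over 2-fold higher on FOS and 1 was over 2-fold lower. With the ratio of geometric means, the counts were 19 and 0.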

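The diets differed at many probes by small amounts. At an adjusted p under 0.05 from limma, 948 probes were higher on FOS and 190 were lower, out of 28180. The higher probes were thus 83.3% of the calls, and 60.8% after quantile normalization, with 247 higher and 159 lower. The methods' t-test gave 802 probes at p under 0.001, where the adjusted p was 0.0349, and 231 probes at an adjusted p under 0.01. With quantile normalization the t-test gave 428 and 10 probes. The limma count also depended on single rats, from 460 higher probes without FOS rat 50 to 1600 without control rat 31.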

While gene expression changes induced by FOS supplementation were small, there were many significantly changed probes in the dataset: 803 had a p-value < 0.001, and 231 probes had a FDR derived q-value < 0.01. This indicated that the gene expression response of colon mucosa to FOS was small in magnitude, but highly significant. As each probe signal is tested independently in t-test and multiple testing increases the risk for finding false positives, we also applied Random Forest [19,20]. RF ranks genes based on an importance value taking main treatment effect as well as gene-gene interaction into account [20]. Using RF, we identified 935 probes with an importance value above threshold. 

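A Random Forest of 5000 trees per run was grown on the 28180 probes of the 23 arrays, and it misclassified 17.4% of the rats when each was predicted by trees that had not seen it. The importances were set against those from 100 sets of permuted diet labels. The rule written before the data were examined takes the top ranks whose importance exceeds that of the rank in every permuted set. Coded as an unbroken run from the first rank, it selected 0 probes. Its wording also allows the last such rank, a reading coded after that 0 was seen, which selected 725 probes but also selected probes on simulated arrays with no change. The unbroken run performed poorly on simulated arrays: with 60 of 1500 probes shifted by 2.5 SD it found between 0 and 58 of them in 4 simulated sets, and it selected none in 2 of those sets, each set against 20 permuted sets. The count of 0 can therefore not be read as the absence of an effect, and limma gave 5737 probes at an unadjusted p under 0.05. By the other rule fixed in advance, a probe's own importance above that in every permuted set, 548 probes were selected, where about 279 would be expected by chance alone. The probe of highest importance was that of Gcg, followed by those of Atp5pb, a subunit of ATP synthase, and of Mt2A.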

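Of the 548 probes whose own importance exceeded that in every permuted set, 368 were also at p under 0.001 by the methods' t-test. With the unbroken run of ranks there was no probe to share, and with the last rank, coded afterwards, 461 were shared. Together, the own-importance rule and the t-test gave 982 probes.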

629 were selected by both the t-test and RF. To prevent loss of information, we used all genes selected by t-test and RF. This resulted in a list of 1109 probes. 112 corresponding genes were listed more than once. Therefore, duplicates with the highest p-values were removed, resulting in 997 unique genes regulated by FOS

Gene selection by t-test or RF alone substantially overlapped and did result in a highly comparable outcome in pathway analysis, showing that the main effects extracted by both methods were similar. However, the individual gene selection differed slightly between both methods. We choose to include all genes selected by either method.

### Effect of FOS on the expression of barrier associated genes

As FOS affects the mucosal barrier, we specifically analyzed genes that are known or assumed to play a role in barrier function. These include tight junction genes like *Zo-1*, occludin and claudin, cell turnover/apoptosis genes such as caspases, *Bak, Bcl-2*, and mucosal defense genes such as defensins, lipocalin, toll like receptors and IgA (Additional file 1). 

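None of the 24 measured tight junction genes, listed before the data were examined, passed an adjusted p of 0.05 from limma, and none did when adjusted over the list alone. At an unadjusted p under 0.05 there were 7, and by the methods' t-test 1 passed an adjusted p of 0.05. The limma count of higher genes was 1 without FOS 8, control 19 or FOS 32, and that of lower genes 1 without control 31 or FOS 54 and 3 without control 19. Without the 4 arrays of narrow range, left out after the ranges were seen, Cldn23 was higher and Tjp1, F11r and Magi3 were lower (adjusted p from 0.0198 to 0.0475), of which F11r and Magi3 are named after their values were seen. With all rats the median log2 fold change of the 24 genes was 0.01 and their mean -0.03. Tjp1, which encodes ZO-1, had a log2 fold change of -0.38 (standard error 0.14, adjusted p = 0.115), and the integral tight junction protein gene Ocln one of 0.00 (standard error 0.10, adjusted p = 0.986). As a set, the list was not past the threshold against other genes (camera, adjusted p = 0.0551, and adjusted p = 0.164 with an estimated correlation). With quantile normalization it was lower (adjusted p = 0.00616, median log2 fold change -0.12).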

Tight junction related genes were not affected by FOS. Several apoptosis (for example *Bax, DNase1, Pdcd 6 & 8*) and mucosal defense genes (for example phospholipase A2 and trefoil factor 1 & 3) were increased by FOS (Additional file 1). However, no FOS effect was found on other mucosal defense genes like IgA, Mucin 2 & 3, defensins, lipocalin, calprotectin, and most toll-like receptors. In addition, some markers of apoptosis were slightly affected (Bak, Caspase 7), while most (including Apaf, Caspase 9, caspase 3, caspase 2, Bcl2 and Bad) were not affected by FOS.

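Several genes of mucosal defence and apoptosis were higher on FOS. Pla2g2a, an antibacterial phospholipase A2, had a mean log2 value of 13.13 ± 1.15 (SD, n = 11) on the FOS diet and 11.23 ± 0.62 (SD, n = 12) on the control diet, a log2 fold change of 1.90 (standard error 0.32, adjusted p = 0.00143 from limma). The trefoil peptide genes followed with Tff1 (0.71, adjusted p = 0.00477) and Tff3 (0.61, adjusted p = 0.00414), given as log2 fold changes from limma. Dnase1, an endonuclease, had a log2 fold change of 1.20 (standard error 0.20, adjusted p = 0.00143 from limma). The log2 fold change was 0.41 for Aifm1 (adjusted p = 0.0315), which the paper calls Pdcd8, and 0.29 for Pdcd6 (adjusted p = 0.0341). For Bax it was 0.23 (standard error 0.10), which did not pass (adjusted p = 0.157). That Bax probe was matched by symbol and may not be the one in the paper. The adjusted p with quantile normalization was 0.0646 for Tff3, 0.175 for Aifm1 and 0.161 for Pdcd6. Of 12 measured goblet cell and mucus genes, 4 were higher and none was lower (6 higher when adjusted over the list alone), Zg16 among them with a log2 fold change of 0.85 (adjusted p = 0.00108). The list was higher as a set (camera, adjusted p = 0.00427, adjusted p = 0.0722 with an estimated correlation and adjusted p = 0.0949 after cyclic loess).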

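Most other defence genes did not pass the test. The mucin gene Muc2 had a log2 fold change of -0.23 (standard error 0.22, adjusted p = 0.595 from limma). The log2 fold changes of the defensin genes were -0.16 for Defa5 (adjusted p = 0.324) and -0.45 for Np4 (adjusted p = 0.106), and that of the lipocalin gene Lcn2 was -0.04 (adjusted p = 0.838). Of the calprotectin genes, S100a9 rose by 0.46 on the log2 scale (adjusted p = 0.0326 from limma, 0.0615 by the methods' t-test, and not past the threshold without any 1 of control 7, control 25, FOS 26, FOS 42, FOS 46, FOS 50 or control 57), and S100a8 had a log2 fold change of 0.33 (adjusted p = 0.261). None of 10 measured genes of the toll-like receptors and their partners Myd88 and Cd14 passed limma's adjusted p. Only Cd14 was at an unadjusted p under 0.05, with a log2 fold change of -0.51 (adjusted p = 0.057, and 0.0277 after quantile normalization), and it was lower without control 19, control 31, FOS 32, FOS 54 or FOS 58. Muc3, Tlr1 and Jchain were not analysed here.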

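Bak1, a pro-apoptotic pore protein of mitochondria, had a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.00746 from limma), and its adjusted p was 0.0552 after quantile normalization. The log2 fold changes were -0.03 for Apaf1 (adjusted p = 0.853), 0.09 for Casp9 (adjusted p = 0.758), -0.09 for Casp2 (adjusted p = 0.606), 0.18 for Bcl2 (adjusted p = 0.255) and -0.15 for Bad (adjusted p = 0.534). Another probe of Bad had a log2 fold change of 0.28. Of 31 measured apoptosis genes, 5 were higher and none was lower (8 higher when adjusted over the list alone, and 0 with quantile normalization). As a set they were higher (camera, adjusted p = 0.0283, adjusted p = 0.206 with an estimated correlation and adjusted p = 0.0526 after quantile normalization). The count of higher genes depended on single rats, with 1 without control 1 or control 25, 2 without control 7, FOS 26, control 37, control 45 or FOS 50 and 3 without FOS 2, FOS 54 or FOS 58.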

### Genes most prominently affected by FOS

We examined the top 10 of genes most affected by the FOS diet (Table 1). We choose the genes most prioritized by RF. These genes were characterized by extremely low p-values and relatively high fold changes. 

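Rbp7, a cellular retinol-binding protein, had the largest rise of any named gene past the threshold, with a mean log2 value of 11.43 ± 0.51 (SD, n = 11) on the FOS diet and 9.44 ± 0.46 (SD, n = 12) on the control diet (log2 fold change 1.99, standard error 0.18, adjusted p = 4.04e-08 from limma). Proglucagon, Gcg, had a mean log2 value of 11.42 ± 0.38 (SD, n = 11) on the FOS diet and 10.15 ± 0.31 (SD, n = 12) on the control diet, a log2 fold change of 1.27 (standard error 0.13, adjusted p = 1.07e-06 from limma). The metallothionein gene Mt2A, which binds metals and is induced by oxidative stress, had a log2 fold change of 0.95 (standard error 0.14, adjusted p = 4.40e-04 from limma). Genes of the respiratory chain changed less in size. Their log2 fold changes were 0.63 for Ndufb6 (adjusted p = 4.52e-04), 0.42 for Ndufb5 (adjusted p = 0.00244), 0.44 for Ndufa4 (adjusted p = 0.00439) and 0.46 for Atp5pb (adjusted p = 0.00174), the current symbol of Atp5f1. With quantile normalization the adjusted p was 0.0694 for Ndufb5, 0.0906 for Ndufa4 and 0.139 for Atp5pb, and the other of the 2 probes of Atp5pb did not pass as deposited.

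**Figure D2:**
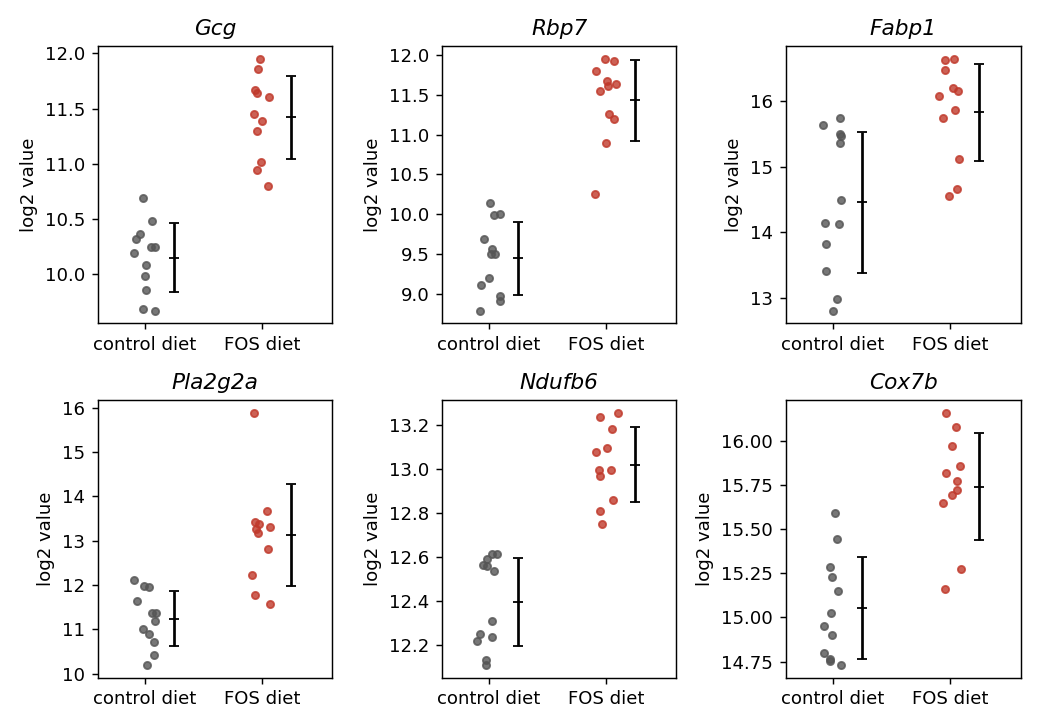
Log2 values of Gcg, Rbp7, Fabp1, Pla2g2a, Ndufb6 and Cox7b (y axis, with its own range in each panel) in the mucosa of single rats on the control diet and the FOS diet (x axis). Each point is 1 rat, and the bars beside them show the mean and SD. Rbp7 stands at a mean of 11.43 on the FOS diet and 9.44 on the control diet.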

The genes were related to nutrient homeostasis (proglucagon), energy metabolism (NADH dehydrogenases (*Ndufb6, Ndufa4 *and *Ndufb5*) and ATP synthase (*Atp5f1*)), protein turnover (Proteasome subunit alpha type 3-like (*Psma3l*)), oxidative stress response (Metallothionein-2 (*Mt-2*)) and retinol metabolism (cellular retinol-binding protein (*Rbp7*)). This top-10 list indicates that FOS especially affects cellular energy metabolism in rat colonic mucosa, this was supported by the pathway analysis results, as described below.

**Table 1:** Top 10 of highest ranked genes by t-test and Random Forest.

Gene name	Sequence ID	Gene Symbol	Fold change*	p value
Glucagon gene, exon 6	K02813	*Glc*	2.6	5E-10
Cellular retinol-binding protein 7	P02696	*Crbp*	4.0	2E-09
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 5	XM_215544	*Ndufb5*	1.3	3E-08
Unknown (LOC295337)	XM_215660	*-*	1.6	4E-08
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6	XM_216378	*Ndufb6*	1.5	7E-08
ATP synthase, H+ transporting, mitochondrial F0 complex, subunit b, isoform 1	NM_134365	*Atp5f1*	1.4	3E-07
Protein C11orf10, LOC309206	XM_219574	*-*	1.4	3E-07
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4	NM_010886	*Ndufa4*	1.4	3E-06
Metallothionein-2	BF556648	*Mt2*	1.9	4E-06
Proteasome subunit alpha type 3-like	BN000326	*Psma3l*	1.4	7E-06

*Fold change FOS/control

### Pathway analysis

Pathway analysis identified processes most affected by dietary FOS in colonic mucosa. 366 Genes of the 997 selected genes could be classified based on GO term or based on GeneGo annotation in the Metacore database [21]. The most significant processes were an entire range of mitochondria related processes such as mitochondrial electron transport, oxidative phosphorylation, translation in mitochondria and proteins targeted to mitochondria (Additional file 2). 

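Genes of the mitochondrial ribosome, of protein import and of fatty acid oxidation were higher on FOS as sets by camera with its preset correlation, and no set passed with a correlation estimated from the data. Each of these sets passed by the rotation test fry (adjusted p at most 0.00155) and by permutation of the diet labels (adjusted p = 0.0221). Neither of these tests compares a set with other genes. The list of housekeeping reference genes passed both as well (adjusted p = 0.00573 by fry and 0.0221 by permutation), but not camera (adjusted p = 0.19). The value of 0.0221 was the lowest adjusted p reached with the 100 splits of the arrays. Many lists share it, so it does not rank them. Of 72 measured genes of the mitochondrial ribosome, 31 were higher and none was lower (59 higher when adjusted over the list alone), with a median log2 fold change of 0.30 (camera, adjusted p = 1.85e-20, and adjusted p = 0.0722 with an estimated correlation). Of 27 genes of protein import into mitochondria, 11 were higher and none was lower (18 higher when adjusted over the list alone, adjusted p = 8.22e-09, and 0.0722 with an estimated correlation). Of 19 genes of fatty acid oxidation, 7 were higher and none was lower (14 when adjusted over the list alone, adjusted p = 1.49e-07, and 0.141 with an estimated correlation), among them Etfdh with a log2 fold change of 0.59 and Acaa2 with 0.65. Higher genes with quantile normalization were 8 for the ribosome, 2 for import and 5 for fatty acid oxidation. The counts of higher genes depended on single rats, with 18 without control 1, control 7 or FOS 26 and 19 without control 25, control 37 or FOS 50 for the ribosome, 6 without FOS 26 and 7 without control 25 or control 37 for import, and 11 without FOS 8, control 19, control 31 or control 53 and 12 without FOS 32 for fatty acid oxidation.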

Another highly classified process was proteolysis (Additional file 2). 

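Of 30 measured proteasome genes, 10 were higher on FOS and none was lower (26 higher when adjusted over the list alone). Their median log2 fold change was 0.28, with the subunits Psma3 (0.44, adjusted p = 0.00444) and Psma2 (0.43, adjusted p = 0.00824) among them. As a set they were higher (camera, adjusted p = 3.16e-13, and adjusted p = 0.0722 with an estimated correlation). With quantile normalization 4 genes were higher, at a median of 0.20. The count of higher genes was 5 without control 1, control 7, FOS 26, FOS 42 or FOS 50, 6 without control 25 or control 37 and 16 without FOS 32.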

To prevent bias in biological interpretation due to gene selection (by t-test and RF), we also applied Gene Set Enrichment Analysis (GSEA) which includes all genes in the dataset (28180 genes). We focused on curated gene-sets originating from GenMapp, Biocarta, SigmaAldrich and Broad institute. Comparable biological processes were found by GSEA as observed in Metacore: again oxidative phosphorylation was most significant, followed by proteasomal degradation (Additional file 3). Thus the threshold based Metacore analysis and the threshold free enrichment analysis, GSEA, gave similar results for the most significantly changed processes by FOS. 

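Over all measured gene lists, 23 were higher on FOS and 2 were lower by camera with a preset correlation of 0.01, at an adjusted p under 0.05. Random splits of the arrays passed up to 21 lists by the same test, so its adjusted p values are too low here. With the correlation estimated from the data, 0 lists passed at 0.05, and the lowest adjusted p was 0.0722. The paper's GSEA accepted gene sets at a looser cut-off, so this does not go against its result. By fry and by permutation of the diet labels, 25 lists were higher and 1 was lower with each. These ask whether a list changes at all, and not whether it changes more than other genes. Complex I ranked first by camera with the preset correlation on the values as deposited, followed by the mitochondrial ribosome. After quantile normalization the mitochondrial ribosome had the lower adjusted p by camera (8.92e-18 against 1.43e-14). Fisher's exact test, which asks whether genes past the threshold are more frequent in a list than among other named genes, passed for 18 lists. For complex I its adjusted p was 6.35e-27, and for the proteasome 6.83e-06.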

The results obtained by pathway programs consist of many overlapping pathways. We combined pathways with overlapping genes such as mitochondrial electron transport (Metacore), electron transport (Metacore) and electron transport chain (GSEA) and categorized the processes.

Analysis based on pathway programs is restricted to the well annotated genes [22]. As only 36% of the Agilent whole genome array is recognized by Metacore and only 35% by GSEA, we manually extended the significantly altered pathways with the non-recognized genes using literature and databases mining (using Biocarta, Source, Genecards). This strengthened the pathway outcome, as we were able to identify many additional genes affected by FOS that could be added to the processes already identified by the pathway programs. This was the case for transcription identified by Metacore as nucleosome assembly, cell turnover identified by GSEA as programmed cell death, cytoskeleton and vesicle related processes (muscle filament sliding and cytoskeleton-dependent intracellular transport in Metacore) and oxidative stress (free radical induced apoptosis in GSEA) (Figure 2). In addition, we identified FOS affected genes that were not grouped into a pathway by both programs but obviously belong to the same biological process, this was the case for mucosal barrier, transport, and peptide hormones (Figure 2).

**Figure 2:**
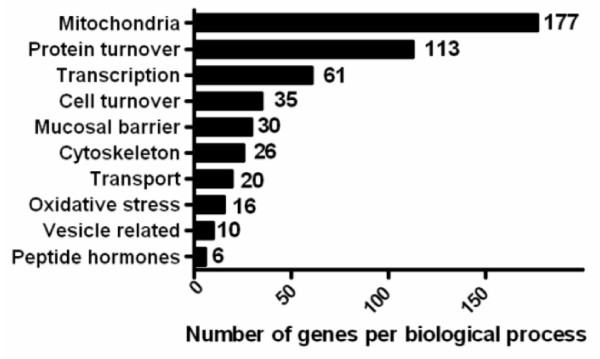
Classification of the genes affected by FOS into biological processes. Analyzed by Metacore, GSEA and data mining.

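Of 71 measured genes of the respiratory chain complexes and ATP synthase, 51 were higher on FOS and none was lower, with a median log2 fold change of 0.44. The NADH dehydrogenase of complex I had 25 of 30 genes higher (28 when adjusted over the list alone). Complex II had 3 of 4 (4 alone), complex III 4 of 9 (8 alone), complex IV 7 of 10 (8 alone) and the ATP synthase, complex V, 12 of 18 (14 alone). By camera the adjusted p was 5.81e-21 for complex I, 1.33e-04 for complex II, 2.91e-05 for complex III, 2.30e-08 for complex IV and 4.90e-11 for complex V, and with an estimated correlation adjusted p = 0.0722 for each of the 5. Of 20 genes of the TCA cycle, 7 were higher and none was lower (11 when adjusted over the list alone, 2 with quantile normalization, adjusted p = 8.99e-06 by camera and adjusted p = 0.133 with an estimated correlation). Genes of complex II, Sdha, Sdhb and Sdhc among them, are also in the TCA list, so its count is not separate from that of complex II. The paper's own mitochondrial lists, which were chosen on these samples and are not independent evidence of direction, had 134 members matched to a probe, of which 115 were higher and 1 was lower, the glycolytic enzyme gene Gpi with a log2 fold change of -0.36 (adjusted p = 0.0179), named here after its value was seen. With quantile normalization 10 of the 71 genes were past the threshold, and 65 had a log2 fold change above 0. Random lists of genes of matched brightness had a median log2 fold change of 0.18.

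**Figure D3:**
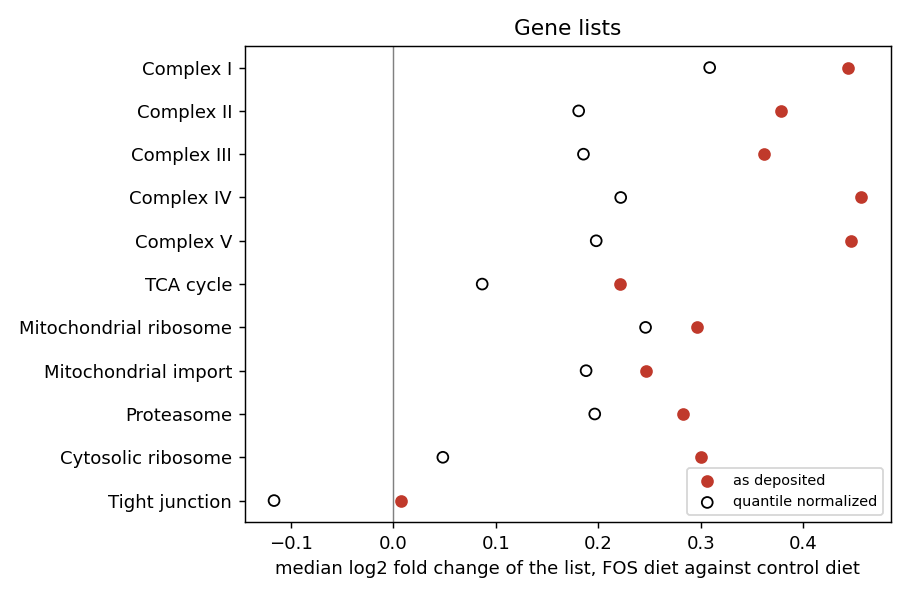
Median log2 fold change (FOS diet against control diet, x axis) over the measured genes of each list (y axis), for the values as deposited (filled points) and after quantile normalization (open points). Complex I stands at 0.44 as deposited and 0.31 after quantile normalization, while the cytosolic ribosome moves from 0.30 to 0.05.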

Detailed analysis of the mitochondrial processes showed an increased expression of genes associated with al five complexes of the OXPHOS complex, TCA-cycle and mitochondrial ribosomes and mitochondrial protein transport (Table 2). In addition to protein degradation, which was found in the pathway programs, protein translation and maturation were also affected by FOS. From these 113 genes more than 90% showed increased expression upon FOS indicating increased protein turnover (Table 2). 

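The paper's lists of protein degradation, translation and maturation had 89 members matched to a probe. Of these, 44 were higher on FOS, 4 were lower (Ube2r2, Pcsk1n, Anpep and Prmt7, named here after their values were seen) and 41 did not pass an adjusted p of 0.05 from limma, and 83 had a log2 fold change above 0. The lists were chosen on these samples, so that these counts are not independent evidence of direction. Some members were matched by symbol and may be represented by another probe than the paper's. In the list of cytosolic ribosome genes fixed before the data were examined, 7 of 66 were higher and none was lower (55 higher when adjusted over the list alone), Rpl22 among them with a log2 fold change of 0.40. Random lists of genes of matched brightness had a median of 0.24. That list was higher by camera (adjusted p = 1.31e-14, and adjusted p = 0.281 with an estimated correlation) but not after quantile normalization (adjusted p = 0.23), with 0 genes higher then. Without the 4 arrays of narrow range, left out after the ranges were seen, 47 genes were higher. Without single rats the higher genes were 0 without control 1, control 7, control 25, control 37 or FOS 50, 1 without FOS 26, 2 without FOS 46, 3 without FOS 58, 4 without control 13, FOS 20, FOS 42, control 45 or control 57, 11 without FOS 14, 19 without control 19, 27 without control 53, 31 without control 31 and 35 without FOS 32.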

Detailed gene expression data for all processes mentioned in Table 2 is presented in Additional file 4.

**Table 2:** Detailed classification of biological processes affected by FOS.

Biological process		Number of genes affected by FOS*
*Mitochondria*	Complex I	27
	Complex II	5
	Complex III	2
	Complex IV	13
	Complex V	21
	Metabolism and TCA cycle	53
	Mitochondrial ribosomes	33
	Protein transport	11
	Miscellaneous	12
*Protein turnover*	Protein degradation	31
	Translation	44
	Protein maturation	32
	Miscellaneous	6
*Transcription*	Chromatin related	22
	mRNA metabolism	7
	Transcription	26
	Miscellaneous	6
*Cell turnover*	Apoptosis	19
	Growth/Differentiation	16
*Mucosal barrier*		30
*Cytoskeleton*		26
*Transport*		20
*Oxidative stress*		16
*Vesicle related*		10
*Peptide hormones*		6
*Other†*		503
		997

* Genes with p-value < 0.001 or selected by RF threshold

† Genes with less than 5 other genes belonging to the same process, unknown genes and, genes not part of a known process.

### Confirmation of array results by Q-PCR

Confirmation of FOS induced processes was performed by Q-PCR. Genes from several FOS affected processes were analyzed by individual Q-PCR. We selected nine genes from mitochondria related processes: NADH dehydrogenase (ubiquinone) 1 beta subcomplex 9 (*Nduf9b*), succinate dehydrogenase complex subunit B (*Sdhb*), ubiquinol-cytochrome c reductase binding protein (*UbiqcytC*), cytochrome c oxidase subunit VIIb (*Cox7b*), ATP synthase H^+ ^transporting mitochondrial F0 complex subunit G (*ATP5g*), aldo-keto reductase family 1 member B8 (*Akr1b8*), malic enzyme 1 (*Me1*), mitochondrial ribosomal protein S16 (*RiboS16*), translocase of inner mitochondrial membrane 8 homolog b (*Timm8b*). In addition, one gene from protein degradation proteasome subunit alpha type 3-like (*Psma3l*), two genes related to mucosal barrier phospholipase A2, group IIA (platelets synovial fluid) (*Pla2g2a*) and trefoil factor 3 (*Tff3*) and one gene from the peptide hormones, proglucagon (*Gcg*) were analyzed. We additionally selected retinol binding protein 7 (*Rbp7*) as this gene was highest induced by FOS (4-fold). Q-PCR fully confirmed the microarray data (table 3). 

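On the arrays, most of the genes picked for Q-PCR were higher on FOS. As log2 fold changes with limma's adjusted p, the values were Ndufb9 (0.56, adjusted p = 0.00367), Sdhb (0.51, adjusted p = 0.00336), Uqcrb (0.56, adjusted p = 0.00444), Cox7b (0.69, adjusted p = 0.00156) and Atp5mg (0.55, adjusted p = 0.00377) for respiratory complexes I to V in turn. They were Akr1b8 (1.09, adjusted p = 0.00333), Me1 (0.72, adjusted p = 0.00228) and Timm8b (0.53, adjusted p = 0.00342) for metabolism and mitochondrial import, and Psma3l (0.48, adjusted p = 0.00437) for the proteasome. The mitochondrial ribosome gene Mrps16 had a log2 fold change of 0.06 (standard error 0.09, adjusted p = 0.747 from limma). The adjusted p with quantile normalization was 0.0514 for Ndufb9, 0.0502 for Uqcrb and 0.0509 for Atp5mg, and 2 of the 3 probes each of Uqcrb and Timm8b passed as deposited. Ndufb9, Sdhb, Uqcrb, Atp5mg, Mrps16 and Rbp7 were matched by symbol and may be other probes than the paper's, and the primer table of the paper gives the sequence ID of Atp5mg to Atp5i.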

The p-value in the Q-PCR analysis reached significance (p < 0.05) for 11 out of 13 genes. Two genes had a p-value > 0.05 (*ATP5g *and *Timm8b*).

**Table 3:** Q-PCR confirmation of microarray data.

			Micro-array	Q-PCR		
				
Gene name	Gene symbol	Sequence ID	Ratio*	Ratio*	SEM ±	p-value†
**Mitochondria**						
*Complex I*						
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9	*Nduf9b*	XM_216929	1.47	1.29	0.05	0.001
*Complex II*						
Succinate dehydrogenase complex, subunit B, iron sulfur (Ip)	*Sdhb*	XM_216558	1.43	1.32	0.05	<0.001
*Complex III*						
Ubiquinol-cytochrome c reductase binding protein	*Uqcrb*	XM_001074024	1.53	1.28	0.05	0.005
*Complex IV*						
Cytochrome c oxidase subunit VIIb	*Cox7b*	NM_182819	1.61	1.36	0.06	0.001
*Complex V*						
ATP synthase, H+ transporting, mitochondrial F0 complex, subunit G	*ATP5g*	XM_001075306	1.52	1.15	0.05	0.11
*Metabolism and TCA cycle*						
Aldo-keto reductase family 1, member B8	*Akr1b8*	NM_173136	2.13	2.15	0.22	0.006
Malic enzyme 1	*Me1*		1.65	1.76	0.11	<0.001
*Mitochondrial ribosomes*						
Mitochondrial ribosomal protein S16	*Mrps16*	XM_001064095	1.43	1.20	0.05	0.03
*Mitochondrial protein transport*						
Translocase of inner mitochondrial membrane 8 homolog b	*Timm8b*	NM_022541	1.45	1.19	0.06	0.09
**Protein turnover**						
Proteasome subunit alpha type 3-like	*Psma31*	BN000326	1.39	1.24	0.04	0.002
**Mucosal barrier**						
Phospholipase A2, group IIA (platelets, synovial fluid)	*Pla2g2a*	NM_031598	3.73	4.70	0.87	0.03
Trefoil factor 3	*Tff3*	NM_013042	1.7	1.21	0.05	0.04
**Top 10 gene**						
Retinol binding protein 7	*Rbp7*	XM_575960	2.06	3.72	0.36	<0.001
**Peptide hormone**						
Proglucagon	*Gcg*	NM_012707	2.56	2.91	0.23	<0.001

* Ratio FOS diet/Control diet.

± SEM of Q-PCR data is given (n = 12 per group)

† p-value of Q-PCR data is given, the p-value of microarray data were all <0.001.

### Confirmation of gene expression results on protein level

To substantiate the FOS induced transcriptional modulation of mitochondrial genes at the protein level, we analyzed pooled mucosal scrapings of all rats (n = 12 per group). The small increase in mRNA levels of complex IV subunits (~1.4 fold), was confirmed by a similar increase (1.5, 1.7 and 2.7 fold in independent pools, relative to actin) in protein levels of complex IV subunit COX II in the FOS group compared with the control group in pooled (n = 12) mucosal scrapings (Figure 3).

**Figure 3:**
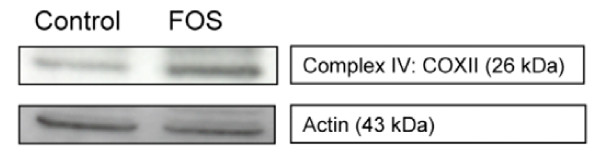
Mucosal scrapings (pool of n = 12 per group) were examined for complex IV subunit COXII protein levels. The experiment was performed three times with independent, pools, showing a 1.5; 1.7 and 2.7 fold difference in COXII protein expression relative to Actin, respectively. The 1.5 fold increase is shown.

The relatively high and significant induction of proglucagon gene by FOS was also examined at the protein level. Mucosal scrapings of randomly sampled control and FOS-fed rats (n = 7 per group) were analyzed for GLP-1 protein levels by western blot and normalized to actin. FOS significantly increased GLP-1 protein levels in colonic mucosal tissue (Figure 4), substantiating the gene expression findings.

**Figure 4:**
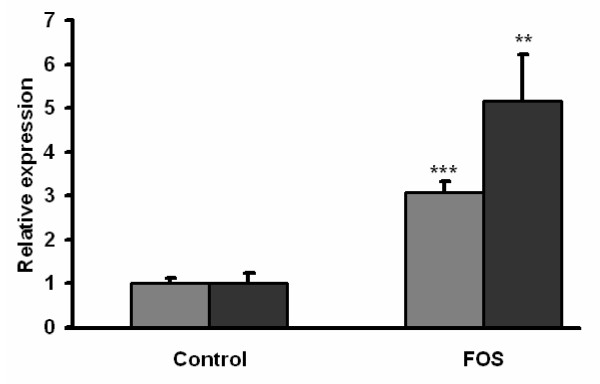
Relative expression of Proglucagon mRNA (gray bar) and GLP-1 protein (black bar) in colonic mucosa of a random selection of control fed and FOS fed rats. mRNA and protein levels were normalized to Actin levels. Expression is shown as means ± SEM (n = 7). **p < 0.01, ***P < 0.001

## Discussion

The CrEDTA results showed that dietary FOS increased intestinal permeability in rats in accordance with our previous study [5]. The FOS induced increase in intestinal permeability reduces intestinal barrier function as reported earlier [5]. We focused on the colon since fermentation of FOS occurs in cecum and colon and is very limited in the ileum [18,23]. Furthermore, by additional use of lactulose/mannitol as permeability labels [24] we found that FOS increased intestinal permeability in the large intestine and not in the small intestine (unpublished results). Individual colonic gene expression of 12 rats after ≈2 weeks FOS versus control feeding were explored on whole genome level and showed that the increased permeability could not be explained by changes in genes belonging to the tight junction system in the colon. No significant changes were observed in claudin 2 and 4, cadherins or tight junction protein 1. With our focus on gene expression, possible changes in protein levels and cellular localization or modification cannot be excluded. 19 Genes related to apoptosis were affected by FOS with only modest fold changes. Although some pro-apoptotic genes were mildly affected (eg Bax, Caspase 7), no changes were seen in many key pro-apoptotic genes such as Bad, Caspase 3 and Apaf1. Therefore, we feel that apoptosis is not the main cause of the increased intestinal permeability observed. Known mucosal defense genes such as defensins, mucins and calprotectin were also unaffected by FOS. These few and small transcriptional changes in potential barrier related genes cannot explain the profound and consistent effects of FOS on intestinal permeability in rats. We can not fully exclude that dilution of specific cell types in the heterogeneous cell population of mucosal scrapings has lead to undetectable levels of some expected genes, e.g. mucin genes. This could be further assessed by laser microcapture dissection, which allows isolation of specific cell types from the intestine [25], and subsequent gene expression analysis by Q-PCR. On the other hand, we identified multiple genes associated with energy metabolism (177 mitochondria related genes) that were significantly modified by FOS. Protein turnover was also clearly affected by FOS (113 genes). Coincidence of increased permeability and upregulation of these genes suggests that these processes play a major role in preservation of intestinal mucosal integrity.

The most striking observation was the induction of a broad range of mitochondrial genes. Increased expression of mitochondrial genes is commonly observed during disturbed ATP homeostasis caused by increased energy demand or decreased mitochondrial energy supply [11-14]. Most of the genes reported to be changed by disturbed ATP homeostasis were also induced by FOS (*Ant*, 24 NADH dehydrogenases, 7 *Cox *subunits and 3 ATPases). This could be confirmed at protein level for complex IV subunit II. Together this strongly suggests that FOS caused ATP depletion in colonic epithelial cells.

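The sequence ID of Ant in the paper's table matches Slc25a3, today named as the mitochondrial phosphate carrier, which had a log2 fold change of 0.34 (standard error 0.08, adjusted p = 0.0188 from limma, and 0.649 after quantile normalization). Slc25a4 and Slc25a5, the genes of adenine nucleotide translocators, did not pass, with log2 fold changes of 0.05 (adjusted p = 0.81) and 0.23 (adjusted p = 0.381). In complex IV the subunit genes Cox6c (0.62, adjusted p = 0.00167) and Cox6a1 (0.57, adjusted p = 0.00167) were higher, as was Atp5if1 (0.67, adjusted p = 0.00153), the inhibitory factor of the ATP synthase. From the induction of genes reported to change when ATP homeostasis is disturbed, together with a protein of complex IV, the paper proposes that FOS depleted ATP in colonic epithelial cells.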

The increase in mitochondrial genes could indicate a compensation for possible SCFA – induced ATP depletion. The validity of this assumption could be studied by measuring ATP levels in enterocytes of FOS- and control-fed rats. The clear changes of FOS on mitochondrial processes were not expected beforehand, therefore no precautions were taken at the time of sampling and storage of the mucosal scrapings that would allow post-hoc analysis of ATP levels. Alternatively we attempted to examine levels of phosphorylated AMP-activated protein kinase (AMPK) as this reflects the ADP/ATP ratio in cells [26]. Low levels of total AMPK protein could be detected in colonic scrapings without difference between control and FOS (data not shown). However, AMPK phosphorylation could not be detected in mucosal scrapings, most certainly because of instability of the phosphorylated protein requiring specific sample collection procedures. In addition it would be interesting to study the effects of FOS on mitochondria using electron microscopy studies [27].

So, the question remains whether the strongly and broadly increased expression of mitochondrial genes by FOS, is associated with the observed increase in intestinal permeability in FOS-fed rats. Many studies using epithelial cell lines have shown that paracellular hyperpermeability is caused by ATP depletion [28-30]. Another strong indication that mitochondria are important in maintaining intestinal permeability is derived from studies on chronic NSAIDs [31]. Direct exposure of rat intestine to the NSAID indomethacin or the mitochondrial uncoupler DNP increases epithelial permeability [32-34], which increased bacterial translocation in rats and intestinal cell lines, and increased immune cell infiltration and ulceration in rats [32,35]. Enhanced bacterial translocation reflects impaired barrier function.

In Figure 5, we schematically describe a possible mechanism of the FOS induced increase in intestinal mitochondrial gene expression, the proposed ATP-depletion and the increased mucosal permeability observed.

**Figure 5:**
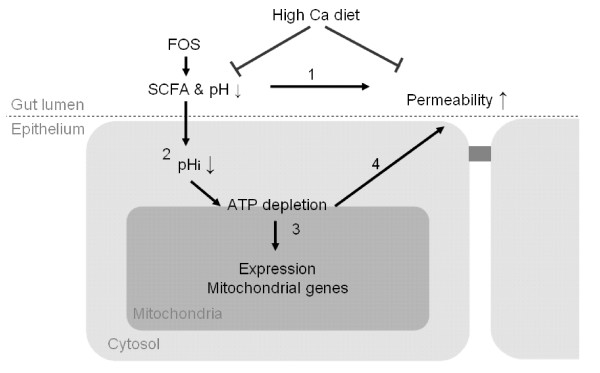
**Proposed mechanism of dietary FOS induced intestinal permeability**. 1 High levels of FOS fermentation products increase intestinal permeability *in vivo *[5, 40, 41]. 2 Excess SCFAs cause intracellular acidification of epithelial cells. When protonated-SCFA diffuse from the gut lumen into epithelial cells [47, 84]. The SCFA cause intracellular acidification and induce proton pump activity (NHE and NBC transporters) which may lead to ATP depletion [43, 45]. 3 Reduced ATP levels, by increased energy demand, chronic mitochondrial uncoupling or any other cause of disturbed energy metabolism, are compensated by increased mitochondrial gene expression and mitochondrial biogenesis [27, 85]. 4 Disturbed energy metabolism leads to increased permeability. In agreement: ATP-depletion in epithelial cell lines causes paracellular hyperpermeability [28-30] and uncoupling of intestinal mitochondria leads to increased bacterial translocation, immune cell infiltration and ulceration in rats [31, 32]. Calcium supplementation of a FOS diet counteracts FOS induced intestinal permeability. Calcium prevents acidification of intestinal contents during fermentation and thus formation of protonated-SCFA.

Previous studies in rats [3,36,37] and humans [38] showed rapid fermentation of FOS in cecum and colon by the endogenous microflora resulting in lactic acid accumulation, SCFA production, and decreased pH of luminal contents. Although luminal production of modest quantities of SCFAs is essential for normal colonic mucosal function [39], overproduction or accumulation of SCFA along with low pH in the intestinal lumen has been shown to cause intestinal injury leading to increased intestinal permeability *in vivo *[40-42] and *in vitro *[43,44]. Studies in liver show that SCFA induced depletion of cellular ATP coincided with a reduced intracellular pH (pH_i_) [45]. A likely explanation for reduced pH_i _by SCFA is that in an acidic luminal environment, a relatively larger portion of SCFA becomes protonated, facilitating passive diffusion of SCFA across the apical hydrophobic enterocyte membrane causing intracellular acidification [46,47]. The above mentioned studies were done *in vitro *or in perfused liver, but the concentrations applied can impair the pH_i _homeostasis in colonocytes in FOS fed rats [36,48]. Taken together, FOS reduce luminal pH and increase levels of SCFAs, likely leading to acidification of the cellular cytoplasm (decrease in pH_i_). A decrease in pH_i _is compensated by H^+ ^excretion in exchange for Na^+ ^by the pH_i _regulating Na^+^/HCO3^- ^cotransporter (NBC) and the Na^+^/H^+ ^exchanger (NHE) in the basolateral membrane [49,50]. This indirectly activates the Na+,K+-ATPase (ATP1) which is known to require ~25% of the cellular ATP turnover under basal conditions [51]. Long-term exposure of enterocytes to high SCFA concentrations under low pH conditions might therefore disturb or exhaust plasma membrane pumps, leading to rapid ATP-depletion [43]. FOS diet significantly increased expression of *Atp1b1 *(1.2-fold, p < 0.001). 

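Atp1b1, the beta subunit of the sodium pump, had a log2 fold change of 0.22 (standard error 0.07), a fold of 1.16. The methods' t-test gave an unadjusted p = 5.91e-04, and its adjusted p was under 0.05. Limma gave an adjusted p of 0.083. With quantile normalization the log2 fold change was -0.06.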

No changes were found in the gene expression of the transporters *Nbc *and *Nhe*, but increased activity of these transporters can occur without concomitant changes in mRNA gene expression.

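Of the bicarbonate cotransporters, Slc4a4 had a log2 fold change of 0.24 (adjusted p = 0.248 from limma) and Slc4a7 one of -0.24 (adjusted p = 0.352). Of the sodium-proton exchangers, Slc9a2 had 0.11 (adjusted p = 0.703), Slc9a3 0.06 (adjusted p = 0.871) and Slc9a5 fell by 0.29 on the log2 scale (adjusted p = 0.0384, and 0.0947 after quantile normalization, and not past the threshold without any 1 of control 1, FOS 2, control 7, control 13, FOS 14, FOS 20, control 25, FOS 26, control 37, FOS 42, FOS 50, FOS 54 or FOS 58).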

A strong indication supporting SCFA and low luminal pH as inducers of the observed effects, are results of previous studies of our lab showing that the adverse affects of FOS on mucosal barrier, i.e. increased permeability and decreased resistance to pathogens, are absent when calcium is supplemented to the diets [4]. Calcium is known to increase the buffering capacity of luminal contents by its precipitation with dietary phosphate. By preventing acidification during fermentation, SCFA will remain in the anionic form, for which the cellular plasma membrane is not permeable. 

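The coactivator genes of mitochondrial biogenesis did not pass the test, with log2 fold changes of -0.13 for Ppargc1a (adjusted p = 0.558 from limma) and 0.24 for Ppargc1b (adjusted p = 0.114). None of 11 measured genes of mitochondrial biogenesis passed limma's adjusted p, 3 were at an unadjusted p under 0.05, and 1, Ppargc1b, was higher without control rat 31. Without the 4 arrays of narrow range, left out after the ranges were seen, Ppargc1b and Esrra were higher (adjusted p = 0.0441 and 0.0398). The list was not past the threshold (camera, adjusted p = 0.864).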

Other possible mechanisms may play a role, including SCFA induced accumulation of Acyl CoA in mitochondria, opening of the pore complex or modulation of histone deacetylase activity by butyrate followed by an altered PGC1 expression, but none of these mechanisms were supported by consistent changes in gene expression.

The second major process affected by FOS was protein turnover. FOS induced 27 ribosomal proteins and 30 proteasomal genes, indicating increased protein turnover. Intracellular proteins are targeted to the proteasomal degradation system by ubiquitination [52]. Proteasomal degradation is tightly controlled and removes denatured, misfolded and damaged proteins. The clear increase in proteasomal gene expression might result from increased presence of misfolded proteins. One common cause of misfolding of cellular proteins is mild oxidative stress [53]. FOS induced several genes related to oxidative stress, such as metallothionein-2 (*Mt2*) metallothionein-1a (*Mt1a*), six glutathione S-transferases (*Gst*'s), heme oxygenase 1 (*Hmox1*), and superoxide dismutase 1 and 3 (*Sod1 *and *Sod3*). 

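Of 35 measured genes of the Nrf2 and oxidative stress response, 11 were higher on FOS and 1 was lower (16 and 1 when adjusted over the list alone, and 6 higher with quantile normalization). The list was higher by camera (adjusted p = 1.33e-04, and adjusted p = 0.206 with an estimated correlation). Among single genes, Mt1 (0.87, adjusted p = 0.00143), Mgst3 (0.72, adjusted p = 0.00131), Gsto1 (0.45, adjusted p = 0.00542), Gstk1 (0.44, adjusted p = 0.026), Gsta2 (0.47, adjusted p = 0.0318), Gstm5 (0.37, adjusted p = 0.0261) and Hmox1 (0.61, adjusted p = 0.0286), which degrades heme, were higher, given as log2 fold changes with limma's adjusted p. With quantile normalization the adjusted p was 0.0688 for Gsta2, 0.0703 for Gstk1 and 0.0689 for Gstm5, and not every probe of Mgst3, Gsto1, Gsta2 and Gstm5 passed as deposited. Without control rat 1, 6 genes of the list were higher, and without control rat 25, 7. Sod1 had 0.38 and did not pass (adjusted p = 0.0891 from limma). The extracellular superoxide dismutase Sod3 fell by 0.50 on the log2 scale (standard error 0.11, adjusted p = 0.0125 from limma).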

An increase in oxidative stress proteins is an indirect marker for production of reactive oxygen species (ROS) [54]. It is well recognized that induced mitochondrial activity can increase production of ROS. The increased expression of oxidative stress genes and mitochondrial genes observed in the present study suggests increased mitochondrial activity, possibly associated with increased ROS production and increased protein oxidation. Oxidized proteins are often misfolded, and directed to proteasomes for degradation. In support, the translocase *Sec61 *responsible for intracellular transport of misfolded proteins from the ER to the proteasome was significantly increased 1.4 fold (p < 0.001) by FOS.

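Sec61b, a subunit of the translocase of the endoplasmic reticulum, had a log2 fold change of 0.34 (standard error 0.10, adjusted p = 0.043 from limma). With quantile normalization its adjusted p was 0.341. Of 28 measured genes of translocation and folding in that compartment, 4 were higher and none was lower (5 higher when adjusted over the list alone, and 1 with quantile normalization), and the list was not past the threshold (camera, adjusted p = 0.514). The count was 2 without control 1, FOS 2, control 7, FOS 20, control 25, FOS 26, control 37, FOS 42, control 45, FOS 46, FOS 50, FOS 54, control 57 or FOS 58. Sec61g was not analysed here.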

Increased proteasomal gene expression might also reflect the formation of immunoproteasomes (I-proteasomes) [55]. 

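The proteasome activator genes had log2 fold changes of 0.42 for Psme1 (standard error 0.12, adjusted p = 0.0408 from limma) and 0.56 for Psme2 (standard error 0.11, adjusted p = 0.00439). With the catalytic subunit gene Psmb8 (0.46, adjusted p = 0.0268), of whose 3 probes 1 passed, 3 of 5 immunoproteasome genes were higher and none was lower (5 when adjusted over the list alone). The list was higher by camera (adjusted p = 2.04e-04, and adjusted p = 0.141 with an estimated correlation). The adjusted p of Psme1 was 0.0737 with quantile normalization, and the count of higher genes was 1 without control 1, control 37, FOS 42 or FOS 50 and 5 without control 31 or FOS 32.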

The I-proteasome plays a role in antigen processing and is composed of two subunits PSME1 and PSME2 [55] which were both significantly increased by FOS supplementation. Expression of these subunits is known to be induced by microbial infection and cytokines like IFNγ [56]. Alterations in the I-proteasome in the injured intestinal epithelium are observed in colon biopsies of IBD patients and IBD-mouse models [55,57]. The increased intestinal permeability due to the FOS diet can cause increased exposure of the mucosa to bacteria and therefore induce I-proteasome gene expression.

The top 10 most significantly changed genes by FOS showed to be good representatives of the major biological processes selected from pathway analysis. In addition to genes related to mitochondria and protein turnover, two genes coding for cellular retinol-binding proteins (*Rbp7 and Rbp2*) were highly induced by FOS. 

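Rbp2, the intestinal form of the cellular retinol-binding proteins, had a log2 fold change of 1.04 (standard error 0.14, adjusted p = 2.21e-04 from limma). Retsat, which saturates retinol, had a log2 fold change of 1.07 (standard error 0.31, adjusted p = 0.043 from limma), and its adjusted p was 0.0999 after quantile normalization. Of 14 measured genes of retinoid metabolism, 3 were higher and none was lower (5 higher when adjusted over the list alone), with a median log2 fold change of 0.11. The list was higher by camera (adjusted p = 0.0348, adjusted p = 0.206 with an estimated correlation, and adjusted p = 0.0985 without the 4 arrays of narrow range, left out after the ranges were seen). Without those arrays Retsat was not among the higher genes of the list. With single rats left out, from 2 to 4 genes of the list were higher.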

RBPs are required for uptake, intracellular transport and metabolism of vitamin A. Vitamin A is a fat-soluble vitamin necessary for growth and differentiation of epithelial tissues. RBP7 and RBP2 belong to the fatty-acid binding protein (FABP) family. FOS also significantly increased *Fabp1 *2.9 fold. 

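Fabp1, a carrier of fatty acids in enterocytes and liver, had a mean log2 value of 15.83 ± 0.74 (SD, n = 11) on the FOS diet and 14.46 ± 1.07 (SD, n = 12) on the control diet, a log2 fold change of 1.37 (standard error 0.32, adjusted p = 0.0162 from limma). The other of its 2 probes had a log2 fold change of 1.54 and was also past the threshold. With quantile normalization the adjusted p was 0.052.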

At present, we cannot explain the FOS induced expression of these genes and its relation to the functional effects observed in this and our earlier FOS studies.

Proglucagon is one of the most highly induced gene by FOS (2.6-fold, p < 0.001). The proglucagon gene is a precursor encoding several glucagon-like peptides. In intestinal enteroendocrine cells the gene codes for oxyntomodulin, GLP1 and GLP2 [58]. This gene was previously found to be induced by non-digestible oligosaccharides [59]. Besides FOS induced expression of proglucagon, FOS induced the expression of several other gut-derived peptide hormones, namely cholecystokinin (*Cck*), peptide YY (*Pyy*) and pancreatic polypeptide (*Ppy*). 

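Further gut hormone genes were higher on FOS. Peptide YY, Pyy, had a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.00143 from limma), pancreatic polypeptide, Ppy, a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.00195 from limma) and cholecystokinin, Cck, a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.0276 from limma). The adjusted p of Cck was 0.0682 with quantile normalization. Of 22 measured genes of enteroendocrine cells, 5 were higher and 1, Pcsk1n, was lower (7 and 1 when adjusted over the list alone). With quantile normalization 3 were higher. Without control rat 7 the higher genes were 3, and Pcsk1n passed only with all rats or without control 19, control 31, FOS 32, control 41 or control 49. The list was higher by camera (adjusted p = 0.0217, and adjusted p = 0.36 with an estimated correlation).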

Increase of PYY has previously been reported in rat colon by SCFA [60]. Proglucagon, PYY, PPY and CCK are all expressed by enteroendocrine L cells in colon and play a role in gut-nutrient sensing [61]. In the hypothalamus nutrient sensing is also regulated by these hormones and directly related to ATP status [62]. It is speculated that the same mechanism is applicable to enteroendocrine L cells in de gut [60]. Since in our study, increased gene expression of these 4 peptide hormone genes coincides with alterations in mitochondrial processes, it is tempting to speculate that these hormones also influence or respond to energy metabolism in intestinal epithelial cells. Besides a role in energy homeostasis, GLP-2, PYY and CCK have growth-promoting properties on the intestinal epithelium *in vivo *[63]. GLP1 stimulated cell proliferation has been reported for liver and pancreas [64]. GLP2 is involved in regulation of mucosal epithelial integrity) [65]. It stimulates intestinal crypt cell proliferation [66] and reduces apoptosis, therefore enhances mucosal regeneration. It has beneficial effects on many causes of intestinal injury, such as stress, vascular ischemia, NSAID administration and chemically induced injury in rodents, and decreases subsequent intestinal permeability [67,68]. The upregulation of these genes might thus be a response to the impaired intestinal barrier in FOS-fed rats.

FOS consistently increased intestinal permeability, but the present study showed hardly any effect on expression of well known intestinal integrity genes in the colon. Most surprisingly no changes were observed in genes related to tight junctions that were expected since tight junctions are key regulators of paracellular transport. However, changes in epithelial permeability are a result of internalization of the tight-junction proteins occludin, claudin and junctional adhesion molecule-A [69]. These cellular translocations can occur without concomitant changes in mRNA gene expression. Detection of such effects would require a different approach from transcriptomics. Immunohistochemistry could show whether translocation of TJ proteins occurred in the FOS fed rats compared with control fed rats and is under current investigation.

## Conclusion

Altogether we show that altered barrier integrity induced by dietary FOS in rats coincides with a clear increase in colonic mitochondrial gene expression, suggesting that mitochondrial energy metabolism is important for maintaining the intestinal barrier. The role of mitochondria in maintenance of the intestinal barrier is accepted in NSAID and DNP uncoupling studies. We speculate that FOS induced excess production of SCFA and acidification of luminal contents might result in SCFA induced ATP depletion of colonic epithelial cells. Insight into the role of mitochondrial function and ATP depletion is of relevance, not only for the application of FOS and other prebiotics in food products on the current market, but especially for mechanistic understanding of intestinal disorders where gut permeability changes are observed.

## Methods

### Animals and diet

The animal welfare committee of Wageningen University (Wageningen, the Netherlands) approved the experimental protocol. Specific pathogen-free male outbred Wister rats (8 weeks old, mean body weight of 253 g; n = 36 in total), were housed individually in metabolic cages. All animals were kept in a temperature (22–24°C) and humidity (50–60%) controlled room with a 12 h light/dark cycle (lights on from 6 AM to 6 PM). Rats (two dietary groups, n = 18 each) were fed restricted quantities (14 g/day) of a purified diet during the entire experimental period. Restricted food intake was necessary to prevent differences in food consumption and hence differences in vitamin and mineral intake as observed earlier in FOS interventions [3]. The diet contained (per kg) 200 g acid casein, 502 g glucose, 160 g palm oil, 40 g corn oil, 20 g cellulose, 35 g mineral mix (without calcium) and 10 g vitamin mix according to AIN93 recommendations [70]. Diets contained 20 g/kg cellulose at least and were supplemented with either 60 g/kg FOS (purity 93%; Raftilose P95, Orafti, Tienen, Belgium) or additional 60 g/kg cellulose as described earlier [3]. Diets were low in calcium (20 mmol CaHPO_4_.2H_2_O/kg) and high in fat content (200 g fat/kg) to mimic the composition of a Western human diet. Demineralized drinking water was supplied *ad libitum*.

To follow intestinal permeability, 6 of the 18 rats of each dietary group received their diet supplemented with the intestinal permeability marker chromium ethylenediamine-tetraacetic acid (CrEDTA). The CrEDTA solution added to the diet was prepared as described elsewhere [5]. After feeding the diets for 16 days, rats were killed by carbon dioxide inhalation. Rats fed diets containing the permeability marker CrEDTA (n = 6 per diet group) were not included in the gene expression study, to exclude possible interaction of CrEDTA on colonic gene expression. From the remaining 12 rats per dietary group, the colon was taken out, longitudinally opened and colonic contents were removed by a quick rinse in 154 mM KCl. Colonic mucosa was scraped off using a spatula. Scrapings were immediately frozen in liquid nitrogen and stored at -80°C. The scrapings were homogenized in liquid N_2 _using a mortar and pestle cooled with liquid N_2 _(Fisher Emergo, Landsmeer, The Netherlands). One third of the pulverized samples was used for protein determination and the remaining part for RNA isolation.

### Analysis of urine samples

Total 24 h urine samples were collected on days 14 and 15 from rats fed the control and FOS diet (n = 6 each) supplemented with CrEDTA. Urines were preserved by adding oxytetracycline (1 mg) to the urine collection vessels of the metabolic cages, and analyzed for the intestinal permeability marker CrEDTA as described elsewhere [5]. CrEDTA data were analyzed using the Student's t-test (two-sided) using Prism 4 (GraphPad software Inc., San Diego, CA).

### RNA isolation

Total RNA was isolated from colon scraping homogenates using TRIzol reagent (Invitrogen, San Diego, CA) according to the manufacturer's instructions. Total RNA was purified using Rneasy columns (Qiagen, Chatsworth, CA). Absence of RNA degradation was checked on a 1% TBE/agarose gel after 1 hour incubation at 37°C. RNA purity and concentration were measured with the Nanodrop (Isogen Life Science, Maarssen, The Netherlands). OD A_260_/A_280 _ratios were all between 2.08 and 2.10 indicating RNA of high purity.

### Analysis of mRNA expression by Oligo Arrays

For microarray hybridization, RNA of each individual animal was labeled with Cy-5. A standard reference sample, consisting of a pool of all colonic RNA was labeled with Cy-3. For each oligo array, 35 μg of total RNA was used to make Cy-5 or Cy-3 labeled cDNA. Total RNA was mixed with 4 μg T21 primer, heated at 65°C for 3 min (RNA denaturation) followed by 25°C for 10 min (primer annealing). cDNA was synthesized by adding 5× first strand buffer (Invitrogen), 10 mM DTT, 0.5 mM dATP, 0.5 mM dGTP, 0.5 mM dTTP, 0.04 mM dCTP, 0.04 mM Cy5-dCTP or Cy3-dCTP, 1.2 U RnaseOUT and 6 U SuperScript II Reverse Transcriptase to a total volume of 62.5 μL. The reaction was incubated at 42°C for 2 h. Purification, precipitation and denaturation of the labeled cDNA were performed as previously described [71].

Each labeled cDNA sample was individually hybridized on the 44 K rat whole genome Agilent array (G4131A, Agilent Technologies, Inc. Santa Clara, CA) consisting of 44290 60-mer rat oligonucleotide probes, including ~3000 control spots. The Cy5 labeled cDNAs of the individual rats were mixed 1:1 with the Cy3 labeled reference cDNA, mixed with 2× hybridization buffer (Agilent Technologies) and 10× control targets (Agilent Technologies) and hybridized for 17 hours at 60°C in Agilent hybridization chambers in an Agilent hybridization oven rotating at 4 rpm (Agilent Technologies). After hybridization the arrays were washed with an SSPE wash procedure (Agilent Technologies) and scanned with a Scanarray Express HT scanner (Perkin Elmer).

### Data analyses and functional interpretation of microarray data

Spot intensities were quantified using ArrayVision 8.0 (GE Healthcare life sciences). Median density values and background values of each spot were extracted for both the experimental samples (Cy5) and the reference samples (Cy3). Subsequently, quality control was performed for each microarray using both LimmaGUI package in R from Bioconductor and Microsoft Excel. One array in the dietary FOS group did not pass the quality control based on MA plot and signal intensity distribution [72]. Therefore, the dataset contained 23 arrays in total. Data was exported into GeneMaths XT (Applied Maths, Sint-Martens-Latem, Belgium) for background correction and normalization. We discarded spots with an average intensity, over all arrays, of Cy5 lower than 1.5-fold above average background. Then, the Cy5 intensities were normalized against the Cy3 reference as described previously [73]. The data have been deposited in NCBIs Gene Expression Omnibus [74] and are accessible through GEO Series accession number GSE5943. The complete dataset is available in Additional files 4 and 5. Fold changes calculations were performed in Microsoft Excel, fold change equals ratio FOS/control in the case of increase or equals -1/ratio in the case of decrease. For statistical identification of differentially regulated probes between the control and FOS group we used two complementary tests, the often used t-test and Random Forest (RF). T-test was performed in GeneMaths XT, the generated p-values were used to obtain insight into significantly affected genes. To correct for multiple testing we used FDR-adjusted p-values (GeneMaths XT), so called q-values [75]. For t-test we choose a stringent threshold of p < 0.001. The corresponding q-value was 0.035, meaning that 3.5% of the genes selected by this p-value could be false positive. The t-test tests each gene independently and therefore will miss genes that have no main effect but are related to the treatment in gene-gene interaction [76]. We therefore used RF, available as R-package [77,78], as a complementary method as that method includes genes that in gene-gene interaction are related to treatment besides including genes with a main treatment effect. RF was recently successfully used in several microarray studies [19,20]. The method provides an importance index for each gene. This value is dependent on the main treatment effect of a gene. In addition, gene-gene interaction related to the treatment increases importance index value of genes [20]. For RF we defined a threshold where the importance index of each gene in the real dataset exceeded the importance index of genes obtained from analysis of 100 randomly permuted datasets, using randomly assigned class labels FOS or control. This indicates that these genes are truly related to the treatment [79] (detailed method described in [80]). We included the genes that were selected by the t-test threshold and the genes selected by the RF threshold. These genes were considered significantly changed by FOS.

To interpret functional changes in the dataset, we applied two pathway analysis programs, Metacore and GSEA, with different complementary pathway-classification properties. Pathway analysis of the selected genes was performed using MetaCore (GeneGo Inc, St. Joseph, MI). We used classification based on GO-term and classification based on GeneGo annotation. The GeneGo annotation database is a curated database of gene networks based on several databases (KEGG, GO) and scientific literature [21]. We also performed a pathway analysis with GSEA (Broad Institute), a method that does not require preselection of genes by a statistical threshold but uses the whole dataset. GSEA is thoroughly described by Subramanian et al [81]. This method prevents possible selection bias [82,83]. We used the c2 functional genesets based on publicly available and curated databases (GenMapp, Biocarta and SigmaAldrich). Only processes with 5–500 genes were taken into account. Agilent gene annotation version 20060331 was used for both programs. We selected pathways with p < 0.001 in metacore and q-value < 0.25 in GSEA, in accordance with the recommendation of the GSEA developers [81].

Since only about 30% of the genes on the whole genome array were recognized in both pathway programs, we manually supplemented the significantly enriched biological processes with non-annotated genes from the selected gene-set using biological databases (Biocarta, SOURCE, GenMAPP, KEGG) and scientific literature. As processes overlap, we bundled some processes and renamed them.

### Analysis of mRNA expression by Real-time Quantitative RT-PCR

Real-time Quantitative RT-PCR (Q-PCR) was performed on individual samples (n = 12 per group). 1 μg of RNA of all individual samples was used for cDNA synthesis using the iScript cDNA synthesis kit of Bio-Rad Laboratories (Veenendaal, The Netherlands). Real-time reactions were performed by means of the iQ SYBR Green Supermix of Bio-Rad using the MyIQ single-color real-time PCR detection system (Bio-Rad). Each reaction (25 μl) contained 12.5 μl iQ SYBR green supermix, 1 μl forward primer (10 μM), 1 μl reverse primer (10 μM), 8.5 μl RNase-free water and 2 μl diluted cDNA. The following cycles were performed: 1 × 3 min at 95°C, 40 amplification cycles (40 × 10 s 95°C, 45 s 60°C), 1 × 1 min 95°C, 1 × 1 min 62°C and a melting curve (80 × 10 s 55°C with an increase of 0.5°C per 10 s). A negative control without cDNA template was run with every assay. The optimal melting point of dsDNA (Tm) and the efficiency of the reaction were optimized beforehand. Data were normalized against the reference genes Pleckstrin homology domain containing, family A member 6 (*Plekha6*), Nucleoporin 37 (*Nup37*) and β-actin. *Plekha6 *and *Nup37 *were chosen because our microarray data showed equal expression levels for all microarrays, and β-actin was chosen because it is a well accepted reference gene. Primers were designed using Beacon designer 7.00 (Premier Biosoft International, Palo Alto, CA). For primer sequences see Additional file 6. A standard curve for all genes, including reference genes, was generated using serial dilutions of a pooled sample (cDNA from all reactions). mRNA levels were determined using delta CT method (IQ5 software version 2.0, Bio-Rad version). Analysis of all individual samples was performed in duplicate. Data were analyzed using Student's t-test (two-sided) using Prism 4. Differences were considered statistically significant when p < 0.05.

### Protein determination

Mucosal scrapings of individual rats or pools of all rats per group (n = 12) were lysed in a buffer containing 0.125 M TrisHCl pH 6.8, 2% SDS and 20% glycerol. Protein concentrations were determined using DC protein assay kit (Bio-rad Laboratories, Veenendaal, the Netherlands). All samples were boiled in sample buffer (0.125 M TrisHCl pH 6.8; 2% SDS; 20% glycerol; 2% β-mercaptoethanol; 0.04% coomassie briljant blue), and separated by 14% SDS-PAGE. The proteins were transferred onto a nitrocellulose membrane. Immunoblot analysis was performed with a 1:2000 dilution monoclonal antibodies against OXPHOS complexes, Complex IV subunit II (COXII) monoclonal antibody (MS601, Mitosciences, Eugene, OR, USA) or with a 1:200 dilution of monoclonal anti-GLP1 antibody (Abcam (Ab23468), Cambridge, UK) by incubation in 2.5% protifar/TBS-T for 1 1/2 hr at RT. After incubation, blots were washed in TBS-T and incubated 1 hr at RT with a 1:2000 dilution horseradish peroxidase-conjugated anti-mouse IgG (7076, Cell Signaling, Danvers, MA, USA) for detection GLP1 or a 1:2500 dilution of horseradish peroxidase-conjugated anti-mouse IgG (W4021, Promega, Madison, WI, USA) for detection of Complex IV. The signal was detected using an enhanced chemiluminescence detection system (GE Healthcare, The Netherlands) according to the protocol of the supplier. After washing the membranes thoroughly with TBS-T, they were subsequently incubated with the monoclonal anti-Actin (1:100 dilution, Santa Cruz, sc-1615) and HRP anti-goat (1:10000 dilution, Promega. V8051). The intensities of GLP-1, COXII and actin signals on the autoradiography films were quantified using geldoc (Bio-Rad). GLP-1 and COXII quantities were normalized to actin to correct for loading differences.

## Authors' contributions

WR, EK and CV performed the experiments. WR performed the data analysis, interpreted the results and drafted the manuscript. JK and IB participated in the design of the study, in evaluation of the results and in revision of the manuscript. RvdM discussed the results and critically read the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Barrier associated genes. The effect of FOS on the expression of potential barrier associated genes. Click here for file

Additional file 2 Functional classification of FOS affected genes by Metacore. Classification of the genes affected by FOS into biological processes analyzed by Metacore. Click here for file

Additional file 3 Genesets enriched in FOS versus control dataset according to GSEA analysis. Classification of the genes affected by FOS into biological processes analyzed by GSEA. Click here for file

Additional file 4 FOS affected genes: Biological processes. Genes affected by FOS and part of a significant biological process. Click here for file

Additional file 5 FOS affected genes: Miscellaneous. Genes affected by FOS but not part of a significantly regulated biological process or genes with unknown function. Click here for file

Additional file 6 Primer sequences. Sequences of the primers used for Q-PCR analysis. Click here for file

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 1 — Barrier associated genes. The effect of FOS on the expression of potential barrier associated genes.

**Additional file 1** The effect of FOS on the expression of potential barrier associated genes

* Genes significantly regulated by FOS are shown in bold gene symbols.

†Ratio FOS diet/ Control diet.

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 2 — Functional classification of FOS affected genes by Metacore. Classification of the genes affected by FOS into biological processes analyzed by Metacore.

**Additional file 2** Functional classification of FOS affected genes by Metacore.

| **Process*** | **Number of genes** | | **p-value**§ |
| --- | --- | --- | --- |
|  | **Selection** | **Total** |  |
| Generation of precursor metabolites and energy 1 | 53 | 323 | 2.3E-17 |
| Translation: Translation in mitochondria 2 | 31 | 187 | 6.7E-13 |
| Mitochondrial electron transport, NADH to ubiquinone 1 | 11 | 30 | 2.6E-08 |
| Protein targeting to mitochondrion 1 | 10 | 25 | 4.3E-08 |
| Mitochondrial transport 1 | 12 | 41 | 1.1E-07 |
| Electron transport 1 | 19 | 108 | 1.9E-07 |
| Oxidative phosphorylation 1 | 13 | 52 | 2.5E-07 |
| ATP synthesis coupled electron transport 1 | 11 | 37 | 3.1E-07 |
| Proteolysis: Ubiquitin-proteasomal proteolysis 2 | 21 | 167 | 6.1E-07 |
| Response to hypoxia and oxidative stress 2 | 13 | 93 | 2.9E-05 |
| Coenzyme metabolic process 1 | 14 | 91 | 3.8E-05 |
| Regulation of carbohydrate metabolic process 1 | 6 | 17 | 5.7E-05 |
| Protein thiol-disulfide exchange 1 | 3 | 3 | 8.4E-05 |
| Immune: antigen presentation 2 | 19 | 196 | 9.1E-05 |
| Carbohydrate metabolic process 1 | 30 | 328 | 1.1E-04 |
| Muscle filament sliding 1 | 4 | 8 | 2.2E-04 |
| Energy derivation by oxidation of organic compounds 1 | 16 | 133 | 2.3E-04 |
| Cytoskeleton-dependent intracellular transport 1 | 11 | 73 | 3.1E-04 |
| Cofactor metabolic process 1 | 15 | 125 | 3.6E-04 |
| Response to copper ion 1 | 4 | 9 | 3.9E-04 |
| Response to inorganic substance 1 | 7 | 34 | 5.7E-04 |
| Main pathways of carbohydrate metabolic process 1 | 10 | 68 | 7.1E-04 |
| Nucleosome assembly 1 | 7 | 36 | 8.3E-04 |

* Biological processes based on 1Metacore GO-analysis or 2Metacore GeneGo-analysis.

† The number of genes affected by FOS (selection) and the total number of genes present in the process are given (total).

§ Metacore derived p-value.

Processes containing >500 genes were excluded from the analysis, as these processes represent uninformative broad classes such as “biological function”.

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 3 — Genesets enriched in FOS versus control dataset according to GSEA analysis. Classification of the genes affected by FOS into biological processes analyzed by GSEA.

**Additional file 3** Genesets enriched in FOS versus control dataset according to GSEA analysis.

| **Process *** | **N** | **ES** | **NES** | **q-value**† |
| --- | --- | --- | --- | --- |
| Oxidative phosphorylation1 | 25 | 0.65 | 1.96 | 0.07 |
| Propanoate metabolism1 | 24 | 0.62 | 1.92 | 0.10 |
| Proteasome1 | 16 | 0.82 | 1.83 | 0.16 |
| Free Radical Induced Apoptosis2 | 8 | 0.72 | 1.80 | 0.19 |
| Butanoate metabolism1 | 20 | 0.66 | 1.79 | 0.19 |
| Programmed cell death3 | 10 | 0.68 | 1.77 | 0.20 |
| Valine, leucine and isoleucine degradation1 | 27 | 0.62 | 1.75 | 0.23 |
| Krebs TCA cycle1 | 22 | 0.63 | 1.74 | 0.25 |
| Proteasome pathway2 | 17 | 0.77 | 1.73 | 0.25 |

* Biological processes based on 1GenMapp, 2Biocart and 3SigmaAldrich.

† Q-value>0.25 was used as cut-off as advised by GSEA

N, Number of genes in the geneset. ES, enrichment score for the gene set. NES, normalized enrichment score. FDR derived q-values.

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 4 — FOS affected genes: Biological processes. Genes affected by FOS and part of a significant biological process.

**Additional file 4: Biological processes**

Genes affected by FOS and part of a significantly regulated biological process.

Genes included in this selection have a p-values<0.001 or are selected by RF.

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 5 — FOS affected genes: Miscellaneous. Genes affected by FOS but not part of a significantly regulated biological process or genes with unknown function.

**Additional file 5. Miscellaneous genes**

Genes affected by FOS but 1) not part of a significantly regulated biological process, or 2) genes with unknown function.

Genes included in this selection have a p-values<0.001 or are selected by RF.

# Supplementary material for: Impaired barrier function by dietary fructo-oligosaccharides (FOS) in rats is accompanied by increased colonic mitochondrial gene expression
**Source:** BMC Genomics. 2008 Mar 27;9:144. doi: 10.1186/1471-2164-9-144
**Supplement:** Additional file 6 — Primer sequences. Sequences of the primers used for Q-PCR analysis.

**Supplemental table 1** Primer sequences of the primers used for Q-PCR analysis

| **Gene symbol** | **Gene ID** | **Sense** | **Anti-sense** | **Product**  **length** |
| --- | --- | --- | --- | --- |
| *ActB* | NM_031144 | CTTTCTACAATGAGCTGCGTGTG | GTCAGGATCTTCATGAGGTAGTCTGTC | 315 |
| *Akr1b8* | NM_173136 | TTCACTATTACAGGACCCCAAGATTAAAG | CGCTCAACTGGAAGTCAAAGACC | 170 |
| *Atp5i* | XM_001075306 | TGACTTACTCAGAGCCTCGATTAGC | AGCCAACAACACCACGTTTGC | 243 |
| *Cox7b* | NM_182819 | AGAAGACACCTACTTTCCATGACAAATATG | TTTAATGAGTACATGATTCTTTGACTTGGC | 250 |
| *Gcg* | NM_012707 | AGGGACCTTTACCAGTGATGTGAG | TTCACCAGCCAAGCAATGAATTCC | 75 |
| *Me1* | M30596 | CTTTCAGGCGTGACTTACAGTGTAG | CCCAGATAACTACCCTGAGGAAACC | 76 |
| *Ndufb9* | XM_216929 | CGAGTGCTACAAGGTTCCAGAATG | TGCGGTGCCTGTCTCTATGTG | 273 |
| *Nup37* | XM_216872 | ATCACTCGGTCCAGTTATCCTCAAG | AGCTTATGGTCTCCTCCAACTGC | 248 |
| *Pla2g2a* | NM_031598 | TTCTGACCTACAAGTTCTCCTACCG | TCAGCAACTGGGCGTCTTCC | 191 |
| *Plekha6* | XM_341118 | TCAATAAGGAGCTATCCACTCCAGAC | GCACAGGAGATTTCAATCCGCTTC | 250 |
| *Psma31* | BN000326 | AAGCTGCAAAGACAGAAATAGAAAAGC | TTGTCGTCATCTGATTCATCTTCTTCC | 250 |
| *Rbp7* | XM_575960 | CTGGGAGAACGACAAACTCACTTG | CCAATATAAGGCTCTTTATCAACCCAAAAC | 250 |
| *Mrps16* | XM_001064095 | CACTACCTAACAGTCATGGAGAAAAGC | CACTGAAGTCAGCTTGCTTCTGTC | 250 |
| *Sdhb* | XM_216558 | AGGCTTATCGCTGGATGATCGAC | GAAGGGACTCACGCCAGAGC | 250 |
| *Tff3* | NM_013042 | CACATCAGAGCAGTGTAACAACCG | GCTGACTGTAAGGTCTTTATTCTTCTGG | 250 |
| *Timm8b* | NM_022541 | TGGTGAAGCGGACGAAGCG | ATGGCAAGAGTAGTGTCAATGAATCG | 198 |
| *Uqcrb* | XM_001074024 | TGAGAGATGATACAATACCTGAAACTGAAG | TCTCCTTTCTTTCCCAAATAACCTCTTTC | 216 |

How the deposited data were processed for this re-analysis (not part of the article)

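Colon mucosa of 12 rats on the control diet and 11 rats on the FOS diet was measured on dual-colour arrays, with 1 array per rat and a pooled reference in the Cy3 channel. The authors quantified the spots, corrected the background, left out spots whose Cy5 signal was on average too close to background, normalized Cy5 against the Cy3 reference, and deposited the result as log2 values. Of 44290 rows, 28180 have a value on every array, 16110 have none on any array, and 0 are filled in part. The median of every array lies at 8.59, so the arrays were centred before deposit. The plan had assumed deposited linear values and allowed for log2 values, which were used as they are, and linear values were obtained from them as powers of 2. Control spots could not be told apart by their identifiers, so none was removed beyond the empty rows. No slide, scan date or other batch was given in the sources used here. No signal over background was given, so the limit of detection of single probes was not assessed.

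Genes were named from the platform annotation, with symbols updated through gene identifiers to the RefSeq annotation of GRCr8, used for names only. Of the 28180 probes, 16768 had 1 gene symbol, 27 had several and 11385 had none. Of 89 genes named in the paper or used as its reference genes, 9 were not matched to a probe and are not analysed here. The probe with the highest mean log2 value stood for a gene, unless the paper's sequence ID matched a probe. The text names, by a rule written before the data were examined but after the paper's own values had been read, the 15 genes with the largest rise and the 15 with the largest fall past the threshold, the genes that the paper names, up to 4 members of each list with the lowest p, and the reference genes of the Q-PCR.

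The diets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, 2-sided, Benjamini-Hochberg adjustment, threshold 0.05). The methods' t-test was run with equal variances on log2 values. Fold counts used the ratio of arithmetic means of linear values. The 54 gene lists were written before the data were examined, and 1 of them had no measured member. They were tested by camera with a preset correlation of 0.01 and by Fisher's exact test. Random Forest used ranger 0.17.0 with 5000 trees, 167 candidate probes per split and 100 sets of permuted labels. The larger setting of 1670 candidate probes was run with 30 permuted sets in place of 100, because of its running time, after earlier runs with fewer and with more sets that also selected none.

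The tests by limma, the t-test, camera and Random Forest were run on simulated data, and Fisher's exact test, the fold counts and the lists matched on brightness were not. In simulated arrays of 28180 probes, limma found 66 of 66 probes changed by 1 on the log2 scale, 43 of 67 changed by 0.5 and 4 of 67 changed by 0.25, with 6 wrong calls. Fewer probes were changed in these arrays than were called in the data, so the shares found do not carry over to the data. Camera found the 1 shifted list of 20 and no other. The simulated probes varied independently of each other, so this could not test the preset correlation on genes that vary together. The Random Forest rule fixed in advance, coded as an unbroken run from the first rank, failed this test. In 4 simulated sets of 1500 probes with 60 shifted by 2.5 SD, each set against 20 permuted sets, it recovered from 0 to 58, and with a shift of 1 SD at most 1. The rule was kept as the reported result because its count on the real labels, and the paper's, were known when the failure was found. A reading of it that takes the last rank above every permuted set was added afterwards. That reading selected 41 to 532 probes in simulated sets with no change at all, and the rule on a probe's own importance 67 to 80.

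The alternatives fixed in advance were median centring, quantile normalization, filters on dim probes, the t-test on log2 and linear values, eBayes without trend, array weights, the rat number as a covariate, blocks of adjacent rat numbers, leaving out each rat in turn, other probe choices and set tests for the lists, and other rules for Random Forest. Cyclic loess, the interquartile range of the array as a covariate, and leaving out the 4 arrays of narrow range were added after the data had been seen.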

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

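The tests of brightness, cell types and endocrine markers in this part were chosen after the lists had been seen. The tests of narrow arrays and of other splits were set down before their results.

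Several further gene lists were past camera's threshold. Higher on FOS were targets of the nuclear receptor PPAR (7 of 21 genes, adjusted p = 0.0029), ketogenesis and butyrate use (3 of 8, adjusted p = 0.0061, and 0.0503 without the arrays of narrow range), glycolysis (2 of 14, adjusted p = 0.00694, and 0.3 after quantile normalization) and absorptive colonocytes (3 of 24, with Anpep lower, adjusted p = 0.00737, and 0.0546 after quantile normalization). The glycolysis count was 0 without control 1, control 7, FOS 20, control 25, control 45, FOS 50, FOS 54 or FOS 58 and 1 without FOS 2, FOS 14, FOS 26, control 37, control 41, FOS 42, FOS 46, control 49 or control 57, and the colonocyte count 5 without control 19 or control 31 and 6 without control 53. Both counts of higher genes were 0 with quantile normalization. No colonocyte gene was lower without control 1, control 7, FOS 20, control 37 or FOS 42. Lower were the unfolded protein response, with no single gene past limma's threshold and 1 at an unadjusted p under 0.05 (12 measured, with lower genes 1 without control 31, median log2 fold change -0.16, adjusted p = 0.00427), and enteric neurons and glia (Calb2 alone of 13, with 0 without control 1, control 7, FOS 20, control 37, FOS 50 or FOS 58, 2 without control 19, control 31, control 45, FOS 46, control 53 or control 57 and 3 without FOS 32, adjusted p = 0.0429), where the median of 0.01 and the mean of -0.04 differ in sign, and where the adjusted p was 0.14 after quantile normalization. None passed with an estimated correlation, where the adjusted p ranged from 0.0722 to 0.36. The paper's GSEA also lists butanoate metabolism as enriched, so the butyrate list is not a result apart from the paper's. Fabp1 is in both the PPAR and the colonocyte list, so the counts of these lists are not separate.

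Respiratory chain genes were higher on FOS together with bright probes in general. The 71 genes had a median log2 fold change of 0.44, at the 100th percentile of 10000 random lists matched on brightness (median of these lists 0.18). Their rise was thus larger than that of other genes as bright. The random lists do not keep the correlation among genes of a complex, so their spread is too narrow for a test. With that correlation estimated, camera gave an adjusted p = 0.0722 for each complex. The percentile therefore does not decide whether a shift of bright probes was the whole cause. The cytosolic ribosome genes, with a median of 0.30, lay at the 96th percentile of lists whose median was 0.24, so their rise is consistent with that shift. The shift itself did not come from the arrays of narrow range alone, since without them the brightest decile still differed by 0.191 (95% interval 0.109 to 0.272) against 0.173 with them. These are differences of means over its probes, while the 0.21 given for this decile elsewhere is a median. A smaller share of other cells stays open: the markers of 6 other cell types differed by 0.0295 on the log2 scale (95% interval -0.0618 to 0.121), and the share of epithelium in the scrapings is not known. What moved the bright probes was not tested further.

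Whether there were more endocrine cells of every type stays open. The change of markers common to endocrine cells minus 0.5 times that of Gcg, Pyy and Ppy was -0.486, but these 3 hormones were picked after their rise had been seen, so the value decides nothing. The markers themselves differed by -0.0257 on the log2 scale (95% interval -0.188 to 0.137).

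Other splits of the 23 arrays into 12 and 11 were drawn, 100 with the real one, and for each count below the share of splits that reached the real count was under 0.05, which argues against an effect of chance. As many probes past limma's threshold as the 1138 of the real diets were found in 4 splits, the real one included, and the highest other count was 1685. These 3 other splits, with 1685, 1613 and 1202 probes, placed 4, 7 and 5 of the FOS rats in the group of 11. They placed 0, 3 and 3 of the arrays of narrow range there, against 2 in the real split. Other splits with 0 or 3 of these arrays there had no probe past the threshold, and what set the 3 splits apart was not tested. For the methods' t-test the real 802 probes were reached in 1 split, the real one, against 630 at most in the others. The 25 gene lists past camera's threshold were reached in 1 split, against 21 at most, and the 18 lists enriched in changed genes in 1 split, against 2. Camera passed lists in many of the other splits, for example 16, 17 and 19 in splits with 0 probes past limma's threshold. Its adjusted p values with the preset correlation are therefore too low on these arrays.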

How the results depend on the processing

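Cyclic loess, the array range as a covariate, leaving out the arrays of narrow range, and the last-rank rule of Random Forest were chosen after seeing the data. Main counts were 948 probes higher and 190 lower. They were 247 higher with quantile normalization, 1524 with the brightest 50 percent of probes (fewer probes tested), 2915 higher and 986 lower with array weights, 612 and 101 with blocks of adjacent rat numbers, 290 and 310 with cyclic loess, 2434 and 771 with the array range as covariate, and 2164 and 590 without the arrays of narrow range. Lower probes were 100 with the t-test on the linear scale and 291 with the rat number as covariate. The share of higher calls was 60.8% with quantile normalization and 48.3% with cyclic loess, against 83.3%. Of the 1138 probes called, 334 were also called with quantile normalization and 1096 without the arrays of narrow range. Of 128 named genes past the threshold, 68 passed with quantile normalization and 128 kept their sign. Except where said, the cause was not tested.

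Lists past camera's threshold were 23 higher and 2 lower. With an estimated correlation they were 0 and 0. A single list was lower (1) with the t-test on the linear scale, array weights, blocks of adjacent rat numbers, fry, label permutation, and without the arrays of narrow range. With fry and with label permutation 25 lists were higher. The cytosolic ribosome list was no longer past the threshold with cyclic loess (adjusted p = 0.987), where camera's direction was down and the median log2 fold change 0.01. Lists enriched in changed genes were 18, and 10 with cyclic loess. Probes over 1.5-fold, 124 higher and 62 lower, were 72 and 98 with quantile normalization and 69 and 100 with cyclic loess, and 191 were higher without the arrays of narrow range. Over 2-fold lower, 1 became 2 with quantile normalization and without the arrays of narrow range, and 0 with geometric means. The t-test at p under 0.001 gave 802, and 428 and 464 with quantile normalization and cyclic loess. At an adjusted p under 0.01 it gave 231, and 10, 11 and, with the brightest 50 percent of probes, 389. The adjusted p at p = 0.001 was 0.0349, and 0.0657, 0.0607 and 0.0194 in the same order. Random Forest gave 0 probes, 548 by own importance and 725 by the last rank, of which 0, 368 and 461 were in the t-test.

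Leaving out single rats gave 460 to 1600 probes higher and 58 to 549 lower, 20 to 25 lists higher and 1 to 3 lower, 16 to 21 enriched lists, 107 to 163 and 25 to 119 probes over 1.5-fold higher and lower, 18 to 24 and 1 to 3 over 2-fold, 587 to 1008 at p under 0.001, 108 to 337 at an adjusted p under 0.01, and an adjusted p at p = 0.001 of 0.0279 to 0.0479. Higher probes moved by over 1.5 times without these rats, with 461 without control 1, 485 without control 7, 519 without control 25, 508 without FOS 26, 510 without control 37, 584 without FOS 42, 628 without control 45, 460 without FOS 50, 616 without FOS 58, 1521 without control 19, 1600 without control 31, 1586 without FOS 32, 1463 without control 53. Lower probes did so with 58 without control 1, 66 without control 7, 70 without FOS 50, 73 without FOS 26, 75 without control 37, 82 without control 25, 83 without FOS 42, 104 without FOS 20 or FOS 58, 120 without FOS 2 or FOS 14, 124 without control 57, 125 without FOS 46, 290 without FOS 8, 320 without control 53, 407 without FOS 32, 452 without control 31 and 549 without control 19. Probes over 1.5-fold lower were 25 without control 1, 37 without FOS 14, 94 without control 53 or FOS 54, 99 without FOS 8, 103 without control 31, 105 without control 19 and 119 without FOS 32. Probes at an adjusted p under 0.01 were 108 without FOS 50, 119 without control 7, 120 without control 37, 123 without control 1, control 25 or control 45, 128 without FOS 42 or FOS 54, 129 without FOS 26, 133 without FOS 46 or control 57, 139 without FOS 58, 142 without control 13, 144 without FOS 2 and 149 without FOS 14. Lists lower were 1 without FOS 8, FOS 26, control 31, control 41 or FOS 50, and probes over 2-fold lower 2 without control 1, control 13, control 19, control 31, control 45, FOS 46, control 53, FOS 54 or FOS 58 and 3 without FOS 8. The blocks join adjacent rat numbers, which no source states to be pairs. Precision is limited by the number of arrays, and signal over background was not given.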

Differences from the paper's values

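The paper reports 935 probes selected by Random Forest and 629 shared with its t-test, where the rule written before the data were examined, coded as an unbroken run of ranks, gave 0 and 0. That rule also failed on simulated arrays. The paper's text sets the threshold where the importance in the real data exceeds that of genes from 100 permuted datasets, and cites another work for the details, and it gives no number of trees or candidate probes. By a probe's own importance the counts were 548 and 368, and with 1670 candidate probes per split 0 and 0, which also differ from the paper's. With the last rank above every permuted set, a reading that the rule's wording also allows but that was coded after seeing the values, they were 725 and 461, within 1.5 times of the paper's. This reading selected 41 to 532 probes on simulated arrays with no change.

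For Rbp7, Table 3 gives an array ratio of 2.06 as the paper's value, and the ratio here was 3.97. Every alternative gave a ratio that differs from 2.06, with 3.78 after quantile normalization. The paper's own table of affected genes gives 3.97 for Rbp7, the probe here was matched by symbol only, and the ratio of Rbp2 here was 2.06.

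The paper states that FOS induced Sod3, and its log2 fold change here was -0.50 (adjusted p = 0.0125 from limma). The paper's own table of affected genes also gives Sod3 a fall, so the difference is from its text alone. For calprotectin, which the paper describes as unaffected, S100a9 passed limma's threshold with a log2 fold change of 0.46 but not the methods' t-test (adjusted p = 0.0326 and 0.0615, or 0.0839 on linear values, the first lost without any 1 of 7 rats), and S100a8 had 0.33 (adjusted p = 0.261). Bax and Sod1, which the paper describes as increased, had adjusted p values of 0.157 and 0.0891, and 0.045 and 0.0152 with array weights, and Sod1 also passed without control 31 or control 53 (0.0271 and 0.0491), with array range as a covariate (0.0323) and without the arrays of narrow range (0.0227). Atp1b1 had an adjusted p of 0.083 from limma and p = 0.000591 by the methods' t-test, which is past the paper's threshold. Its adjusted p was 0.0275 by that t-test, 0.0288 by the t-test on linear values, and from limma 0.0457 with the brightest 50 percent of probes, 0.0194 with array weights, 0.0468 with array range as a covariate and 0.0327 without the arrays of narrow range. The 2 settings on array range were added after the data had been seen. Ant, which the paper counts as induced, has the sequence ID of Slc25a3, the phosphate carrier, which passed, while the translocator genes Slc25a4 and Slc25a5 did not. Mrps16, one of 6 genes of Table 3 matched by symbol only, and higher there, had a log2 fold change of 0.06 at the only probe matched.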

Other observations

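As a list the genes of the circadian clock did not pass camera's threshold (adjusted p = 0.101), but 2 of 16 were lower on FOS and none was higher (3 higher and 2 lower when adjusted over the list alone). The higher genes were 1 without control 1, FOS 8, control 13, control 19, FOS 46 or FOS 58, and the lower ones 1 without control 13, control 25, control 37, FOS 42, FOS 46, FOS 50 or control 57. Per2, a repressor of the clock, and the cell cycle kinase Wee1 fell, the latter by 0.37 on the log2 scale (adjusted p = 0.0307 from limma, and 0.0634 after quantile normalization). In the butyrate and ketone list, Bdh1, which interconverts ketone bodies, rose by 0.89 (adjusted p = 0.00143). Among other rises, the water channel gene Aqp3 had a log2 fold change of 0.74 (adjusted p = 0.00485) and Aldh2, an aldehyde dehydrogenase of mitochondria, one of 0.70 (adjusted p = 0.00143). Of the 2 probes each of Aqp3 and Bdh1, 1 passed.

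Metal-binding genes were higher by camera (3 of 9, adjusted p = 0.0105, and 0.072 after quantile normalization), as were histone genes (1 of 6, the linker histone H1f4, adjusted p = 0.0258, and 0.244 after quantile normalization and 0.0574 without the arrays of narrow range). With single rats left out, H1f4 stayed past limma's threshold only without FOS 8, control 19, control 31, FOS 42, control 53 or FOS 54. It also passed without the arrays of narrow range (adjusted p = 0.0288 from limma). With an estimated correlation camera's adjusted p was 0.189 for the metal-binding list and 0.0779 for the histone list. The following marker lists were not past the threshold: adjusted p = 0.57 for smooth muscle, 0.341 for fibroblasts, 0.81 for endothelium, 0.981 for T and NK cells, 0.981 for plasma and B cells, 0.514 for macrophages, 0.995 for mast cells, 0.802 for granulocytes, 0.504 for erythrocytes, 0.864 for adipocytes, 0.795 for exocrine pancreas and 0.981 for stem and progenitor cells. Genes of proliferation (adjusted p = 0.31), interferon and antigen presentation (adjusted p = 0.409), inflammation (adjusted p = 0.864), hypoxia (adjusted p = 0.621) and xenobiotic metabolism (adjusted p = 0.949) did not pass either. The Q-PCR reference genes Actb and Nup37 had log2 fold changes of -0.17 (adjusted p = 0.645) and 0.01 (adjusted p = 0.979), and that of Actb was -0.41 after quantile normalization.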
